# Gene Expression Profiling Reveals New Pathways and Genes Associated with Visna/Maedi Viral Disease

**DOI:** 10.3390/ani11061785

**Published:** 2021-06-15

**Authors:** Naiara Abendaño, Aitor Esparza-Baquer, Irantzu Bernales, Ramsés Reina, Damián de Andrés, Begoña M. Jugo

**Keywords:** Visna/Maedi, sheep, infection, pathogenesis, microarray, expression profiling

## Abstract

**Simple Summary:**

Visna/Maedi is a disease caused by a small ruminant lentivirus (SRLV), with different symptoms in adult sheep such as pneumonia, arthritis, encephalitis and mastitis. SRLV infection in sheep is widespread across the world, with Europe showing the highest individual prevalence. There is currently no effective treatment for SRLV infections and, due to their constant changes, effective vaccine development has been and is still challenging. The dynamics of the sheep immune response to these virus infections is unclear, and changes in gene expression can help to explain the processes occurring in infected sheep. In this study, a gene expression microarray was used to identify the differentially expressed genes in infected and diseased sheep by comparing animals with different serologic statuses and with the presence of VM-characteristic clinical lesions in the lungs. The expression profile analysis revealed many interesting genes that may be associated with the viral infection process (such as OXT and a number of genes implicated in the Toll Like Receptors signaling network and complement pathway). This work improves our understanding of the sheep immune response against SRLVs.

**Abstract:**

Visna/Maedi virus (VMV) is a lentivirus that infects the cells of the monocyte/macrophage lineage in sheep, goats and wild ruminants. Infection with VMV causes a multisystemic inflammatory disorder, which includes pneumonia, encephalitis, mastitis or arthritis. The immune response to VMV infection is complex, and the infection and pathogenesis of this virus are not totally characterized yet. In this work, a gene expression microarray was used to identify the differentially expressed genes in VMV infection and disease development by comparing sheep with different serologic status and with presence of VM-characteristic clinical lesions. The expression profile analysis has revealed many interesting genes that may be associated with the viral infection process. Among them, the OXT gene appeared significantly up-regulated, so the oxytocin-secreting system could play an essential role in VM disease. Moreover, some of the most significantly enriched functions in up-regulated genes appeared the complement pathway, which (in combination with the Toll-like receptor signaling network) could compose a mechanism in the VMV pathogenesis. Identifying the host genetic factors associated with VMV infection can be applied to develop strategies for preventing infection and develop effective vaccines that lead to therapeutic treatments.

## 1. Introduction

The sheep disease Visna/Maedi (VM) is one of the most important chronic health problems with respect to sheep production in the world. It is caused by the VM lentivirus, which, together with the caprine arthritis–encephalitis virus (CAEV), forms the SRLV group [1]. Animals become infected when young via the oral and respiratory routes, and afterwards the infection progresses slowly and clinical manifestations appear mainly in adults. SRLV infection is widespread across the world, having the highest individual prevalence (40.9%) in Europe and a prevalence higher than 15% in Africa, Asia and North America [2]. The infection usually causes multi-organ failure, leading to serious diseases such as pneumonia, mastitis, arthritis, wasting and various neurological disorders [3]. After Visna/Maedi Virus (VMV) infection, the animals can remain as asymptomatic carriers during their life, and only a few seropositive animals will develop clinical symptoms. VM is a disease that continues for a period of months or years, and always involves the death of the host, with the resultant economic and welfare effects [4].

The vast majority of works analyzing the gene expression profile in VM infection and disease have been performed in a gene-by-gene approach. Woodall et al. (1997) [5] found interleukin genes IL1, IL4, IL10 and interferon-gamma (IFNγ) to be up-regulated in the lungs of animals with clinical signs of VM. Members of the chemokine family (such as IL8 and chemokine receptor 5 (CCR5)) have been found to be involved in VMV infection and disease progression [6,7]. In addition, TNF and IL2 have been found to be down-regulated in the lungs of animals with clinical disease [8].

As far as the innate immunity is concerned, the expression of Toll Like Receptors (TLRs) and restriction factors such as APOBEC and TRIM5 have also been associated with VM. Larruskain et al. [8] found TLR7 and TLR8 up-regulated in the lungs of animals with lesions compared to control animals. Crespo et al. [9] analyzed the relative expression and sequences of TRIM5α, APOBEC3 (Z1, Z2, Z3 and Z2-Z3) and BST-2 and found a global antiviral status in low pro-viral carriers that may confer protection against viral shedding and disease onset. Only two works have searched for gene expression differences in seropositive versus seronegative animals. Thompson et al. [10] designed an experimental infection in goat synovial membrane cells and used RNAseq to detect a number of factors associated with MV infection (such as chemokine ligands CCL2, CCL5 and CCL20 and cytokines such as IL6, IL8 and IL16), all of them significantly modulated. Some known lentiviral restriction factors were also affected, tetherin (BST-2) among them. In a very recent work, Plawinska–Czarnak et al. [11] designed a custom transcriptomic array with more than 50,000 unique transcripts to detect the gene expression profile in goat PBMCs, but, strangely, only three genes were differentially upregulated: GIMAP2, SSC5D and SETX, and one downregulated: GPR37. These results suggest an active inflammatory mechanism in SRLV-positive goats.

Gene expression microarrays usually allow for the simultaneous measurement of the expression levels of thousands of genes and the identification of up- or down-regulated genes, and they have been used in sheep genomics to characterize gene expression in viral diseases [12] but mainly in bacterial diseases [13,14,15,16,17].

In the present work, we have used a commercial Agilent Sheep Gene Expression microarrays, 8 × 15 K (Agilent Technologies, Santa Clara, CA, USA), with 15,208 sheep features represented (including many immune-relevant genes) to find out the gene expression profiling associated with both VMV infection and disease lesions in sheep lungs.

## 2. Materials and Methods

### 2.1. Animals

A total of 33 Rasa Aragonesa adult (>2 years) ewes were included in this study, in different stages of a natural infection of VMV. Animals were classified according to their VMV infection status (seronegative or seropositive) using an Enzyme-Linked ImmunoSorbent Assay (ELISA) (ELITEST, Hyphen, Neuville-sur-Olse, France), and the clinical outcome (asymptomatic and diseased). For gene expression microarray analysis, a total of 15 sheep were included; 11 of the animals were found naturally infected with VMV, six of them had lung lesions and the other five were considered seropositive for VMV but were asymptomatic. The remaining four animals were seronegative for VMV (Table 1). For the validation of the microarray analysis results, a total of 18 different animals were included (six seronegative, six seropositive asymptomatic and six with lung lesions) (Table 1). The samples were obtained from natural cases in the routine of the Veterinary Faculty (University of Zaragoza) in the framework of the national research project ref. AGL2010-22341-C04-01. The complete experimental procedure was approved and licensed by the Ethical Committee of the University of Zaragoza (ref: PI09/10). The care for and use of animals were performed according to the Spanish Policy for Animal Protection RD1201/05, which meets the European Union Directive 86/609 on the protection of animals used for experimental and other scientific purposes.

Animals were euthanized via an intravenous injection of a barbiturate overdose (Dolethal, Vetoquinol, Spain) and exsanguinated. A lung sample was aseptically taken from each animal and tissue sections were preserved in RNAlater solution (Ambion, Austin, TX, USA) at −80 °C until used.

### 2.2. RNA Isolation and Gene Expression Microarray Analysis

Total RNA was isolated from lung tissue using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA). 60–70 mg tissue samples were homogenized in 1 mL of TRIzol Reagent using Precellys 24 homogenizer (Bertin Technologies, Montigny-le-Bretonneux, France) combined with 1.4 and 2.8 mm ceramic beads mix lysing tubes (Bertin Technologies). RNA isolation was performed following manufacturer instructions, and RNA was suspended in RNase free water and stored at −80 °C. RNA quantity and purity was assessed with a NanoDrop 1000 Spectrophotometer (Thermo Scientific Inc, Bremen, Germany). RNA integrity was assessed on an Agilent 2100 Bioanalyzer with Agilent RNA 6000 Nano chips (Agilent Technologies, Santa Clara, CA, USA), which estimates the 28S/18S (ribosomic RNAs) ratio and the RNA integrity number (RIN value).

RNA samples were labeled and hybridized following standard Agilent Protocol “One-Color Microarray-Based Gene Expression analysis (Low Input Quick Amp Labeling)” v 6.5. Briefly, 50 ng of total RNA were retrotranscribed and labeled using Low input Quick Amp Labeling kit one color (Agilent Technologies) following manufacturer instructions. First, total RNA was retrotranscribed with AffinityScript Reverse Transcriptase (Agilent Technologies), using Oligo dT primers coupled to a T7 promoter. Double stranded cDNA synthesized by AffinityScript RT was in vitro transcribed by T7 RNA pol in the presence of Cy3-CTP to generate amplified and labeled cRNA. Labeled samples were purified with silica-based RNeasy spin columns (Qiagen, Hilden, Germany). After labeling and purification, cRNA was quantified with NanoDrop 1000 spectrophotometer in order to determine the yield and specific activity of each reaction. Samples were analyzed using Agilent Sheep Gene Expression microarrays, and 8x15K (Design ID 019921) (Agilent Technologies), with 15,208 sheep features represented. 600 ng of labeled cRNA samples were hybridized at 65 °C for 17 h in a SureHyb hybridization chamber (Agilent Technologies). The arrays were scanned on a G2565CA DNA microarray scanner with ozone-barrier slide covers (Agilent Technologies). Scanned images were processed using Agilent Feature Extraction Software (v 10.7.3.1). Default parameters for one-color gene expression microarrays were used for image analysis, data extraction, background correction and the flagging of non-uniform features, population outliers in replicated features and with no significant intensities in Cy3 channel. Microarray data have been deposited in the GEO database with the accession number ESE107322. The RNA isolation and microarray analysis, including data preprocessing and statistical analysis, were performed at the Gene Expression Unit of the Genomics Facility, in the General Research Services (SGIker) of the University of the Basque Country (UPV/EHU).

### 2.3. Microarray Data Analysis

Raw data from Feature Extraction software were subsequently processed on GeneSpring GX 12.6 (Agilent Technologies). Data were normalized via quantile normalization for the elimination or correction of the systematic error due to technical variations and centered by mean to make gene expression from all microarrays comparable. After the normalization and mean centering of the data, non-uniform features, population outliers or features with intensities not significantly above background signal in 100% of samples in one out of any three conditions (Seronegative, Asymptomatic or Lesions) were filtered out.

For the identification of differentially expressed genes with statistical significance between groups, the LIMMA package was used [18]. The LIMMA statistical analysis was performed using MultiExperiment Viewer (MeV) v 4.7.1 (http://mev.tm4.org/) application. LIMMA applies the Benjamini–Hochberg method (FDR) for multiple test correction and obtains the adjusted *p* value. A multi-class comparison was conducted wherein all of the types of comparisons were performed: Asymptomatic vs. Seronegative, Lesions vs. Seronegative and Lesions vs. Asymptomatic.

### 2.4. Gene Ontology and Pathway Enrichment Analysis

In order to understand the biological significance of the results, the significant differentially expressed genes for each comparison (Lesions vs. Seronegative, Lesions vs. Asymptomatic) were analyzed for Gene ontology (GO) and pathway enrichment. First, the significant genes were annotated to the GO database for biological process (BP), cellular component (CC) and molecular function (MF) using the Blast2GO program [19]. Biological Process GO enrichment analysis was carried out on up-regulated and down-regulated significant genes from both comparisons using the FatiGO tool [20] implemented into the Babelomics web platform [21]. Significant enriched GO terms were clustered on different related functional groups using Database for Annotation, Visualization and Integrated Discovery (DAVID) (https://david.ncifcrf.gov/) [22]. KEGG pathway enrichment analysis was also conducted using DAVID on up-regulated and down-regulated significant gene lists.

### 2.5. Validation of Microarray Data by Reverse Transcription Quantitative PCR (RT-qPCR)

To validate the changes in gene transcription identified by the microarray experiment, the relative mRNA expression levels of 30 genes (selected based on significant changes seen in the microarray analysis and results of the GO enrichment analysis) were verified by reverse transcription quantitative PCR (RT-qPCR). Total RNA was isolated from a total of 18 Rasa sheep (Table 1) according to the protocol we used to prepare RNA for microarray analysis. RNA quantity and purity was assessed with NanoDrop 1000 Spectrophotometer (Thermo Scientific Inc.). RNA integrity and concentration was assessed with the 2100 Bioanalyzer (Agilent Technologies).

Specific primer pair sets for the 30 selected genes were designed using PrimerQuest and OligoAnalyzer tools of Integrated DNA Technologies (IDT) and in silico verified for non-specific annealing with Blast. Primer sequences for reference genes (ATPase, HPRT, GAPDH and YWHAZ) were obtained from Larruskain et al. [8], and primer sequences for TNF and C3 were obtained from Abendaño et al. [23] and Hillreiner et al. [24], respectively. Table S1 shows the list of the amplified ovine genes and the corresponding primer sequences. Primer pair specificity and primer dimer formation were verified by RT-qPCR using one of the samples. 600 ng of RNA were treated with DNAse I (Invitrogen) following the manufacturer’s instructions, and cDNA synthesis was carried out using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystem, Foster City, CA, USA) following the manufacturer’s instructions with a mix of random primers and oligo (dT). qPCR reactions were accomplished using PowerUp SYBR Green Master Mix (Applied Biosystem) in a 10 µL final volume reaction according to the manufacturer’s instructions on a QuantStudio 3 detection system (Applied Biosystem) under the following conditions: 1 cycle of 50 °C for 2 min, 1 cycle of 95 °C for 2 min, 40 cycles of denaturation at 95 °C for 15 s and annealing at 60 °C for 60 s. The specificity of the primer pairs was verified via melting curve analysis following the last amplification cycle. Appropriate controls (no-template and minus-reverse transcriptase controls, samples in which no reverse transcriptase was added) were included. Primer concentrations that did not produce non-specific fragments or primer dimers and generated the lowest Ct value were selected for the final analysis. Primers designed for the CAV1, CD27, CXCL1 and SMAD7 genes were unsuccessful and were thus excluded from further analysis.

The expression of the “successful” 26 selected genes was measured using RT-qPCR in the 18 Rasa sheep (Table 1) RNA samples using Fludigm’s BioMark HD Nanofluidic qPCR System technology combined with GE 48.48 Dynamic Arrays IFC. The expression analysis (conducted with the Fluidigm Biomark HD Nanofluidic qPCR system) was performed at the Gene Expression Unit of the Genomics Facility, in the General Research Services (SGIker) of the UPV/EHU.

The cDNA was generated from 1 µg of total RNA using an AffinityScript Multiple Temperature cDNA Synthesis kit (Agilent Technologies) in a total volume of 20 µL, with a mix of random primers and oligo (dT). cDNA was used for specific target amplification (STA) using the Qiagen Multiplex PCR Master Mix and a mix of 50 nM primers. The PCR amplification conditions were 15 min at 95 °C followed by 14 cycles of 95 °C for 15 s and 60 °C for 4 min, followed by treatment with Exonuclease I (Exo I) (Thermo Scientific) to remove unincorporated primers (digestion, 37 °C for 30 min; enzyme inactivation, 80 °C for 15 min). Five-fold dilutions of STA reactions were loaded onto 48.48 Dynamic Array IFC according to Fluidigm’s Fast Gene Expression Analysis using EvaGreen protocol. SsoFastTM EvaGreen Supermix with Low ROX (Bio-Rad Laboratories) was used for amplification. The cycling program consisted of 1 min at 95 °C followed by 30 cycles of 95 °C for 5 s and 60 °C for 20 s, followed by a melting curve.

Five serial dilutions of a 1:10 factor of a control sample cDNA were run for the standard curve, used for evaluation of PCR amplification. Each sheep sample was run by duplicate and standard curve samples by triplicate. The software for the real-time PCR analysis and obtaining the Ct values was Fluidigm Real-Time PCR Analysis Software v 3.1.3.

### 2.6. RT-qPCR Data Analysis

PCR efficiency calculation and correction, reference gene stability analysis and normalization with selected reference genes were conducted with GenEx software v 5.4 of MultiD. PCR amplification efficiency was calculated from the slopes of the standard curves, according to the formula E = (10 ^(−1/slope)^) − 1, where “E” stands for the efficiency, and the slope is the gradient of the best fit line of the standard curve. Most of the genes had high efficiencies (90–106%), with a mean value of 97%. The stability of the candidate reference genes was analyzed using both NormFinder [25] and GeNorm [26] algorithms integrated in GenEx. The two most stable genes were HPRT and GAPDH, so normalization was performed using these two reference genes.

To determine the changes in gene expression (n-fold) or relative quantification (RQ), the following formula was used: RQ = 2^−Δ(ΔCT)^, where Δ*C_T_* is *C_T_* (target gene) − *C_T_* (reference gene) and Δ(Δ*C_T_*) is Δ*C_T_* (experimental) − Δ*C_T_* (control). Based on the microarray results, two comparisons were conducted: Lesions vs. Seronegative and Lesions vs. Asymptomatic.

Results were expressed as relative quantification, and fold changes were standardized by log2 transformation. Normal distribution was checked using the Kolmogorov–Smirnov test in the SPSS statistical package v 24 (IBM Statistics v 24). Changes in gene expression between different groups (Lesions vs. Seronegative and Lesions vs. Asymptomatic) were compared with the Tukey HSD or Games–Howell post-hoc test (ANOVA) or with a non-parametric Kruskal–Wallis test of the SPSS package. Statistical significance of the comparison between results obtained with microarray and RT-qPCR was calculated by using a Wilcoxon signed rank test. Correlation between the microarray and the RT-qPCR results was performed using Spearman’s Rho non-parametric test or Pearson’s correlation, depending on the normality of the data. In all analyses, differences were considered significant when *p* values were <0.05.

## 3. Results

### 3.1. Gene Expression Microarray Analysis

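Lung tissue from 15 Rasa Aragonesa ewes was hybridized to single-color Agilent sheep microarrays, with 1 array for each animal. The Lesions group held 6 seropositive animals with lung lesions, the Asymptomatic group 5 seropositive animals without them and the Seronegative group 4 animals; any infection was natural. The arrays were read with Agilent Feature Extraction 10.7.3.1, and each held 15208 non-control spots. The median processed signal ranged from 111 to 166 over the Lesions arrays (median 136), from 55.3 to 235 over the Asymptomatic arrays (median 144) and from 70.9 to 140 over the Seronegative arrays (median 109). Spots well above background made up 72.6% to 79.7%, 70.0% to 83.8% and 72.3% to 80.4% of an array in the same order. The median CV of replicate spots was 17.6% to 21.9%, 13.1% to 20.5% and 14.0% to 15.5%, so each Lesions array lay above each Seronegative one. The number of arrays limits the precision. The authors corrected background in the scanner software, normalized by quantiles, centered each gene on its mean and filtered features by their flags. Here, log2 processed signals from the scanner files were quantile normalized over the non-control spots, spots marked as non-uniform or population outliers were left out, and spots of the same probe were averaged. limma was fitted to all 15 arrays with the 3 groups in 1 model, and p values were adjusted by the Benjamini–Hochberg method over the retained probes. The signal filter is given with its count, and the lists of genes used beside the paper's groups were written before the data were examined. In simulated data with the same spread between animals, limma recovered 44% of the probes given a log2 change of 1 in Lesions vs. Seronegative and 46% in Lesions vs. Asymptomatic. At a log2 change of 2, it recovered 90% and 76%. Probes given no change made up 6 of the 140 calls in the first comparison and 14 of the 136 calls in the second. The arrays lay on 2 slides, each with animals of all 3 groups, and 0 probes differed between the slides in limma (557 at an unadjusted p under 0.05).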

There are 15,008 non-control probes or biological features in the sheep array design employed. However, after filtering out for the non-uniform features, population outliers and features with intensities not significantly above background signal in 100% of samples in one out of any three conditions (Seronegative, Asymptomatic, Lesions), 12,823 features were retained for further statistical analysis. 

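Of the 15008 non-control probes, 12823 were significantly above background, uniform and not population outliers on every array of at least 1 group. Requiring a signal well above background in the same rule left 11090 probes, and ignoring the uniformity and outlier flags left 12825. Among the retained probes, 3985 carry the symbol of a named gene, which makes 3251 genes. BUB1 was well above background on 6 of 6 Lesions arrays and 1 of 4 Seronegative arrays. ORC1 was well above background on 5 Lesions arrays and on 0 Seronegative or Asymptomatic arrays, so only lower bounds of its changes are given. FLT1 was above background by the first rule but on 0 arrays by the second, so only the direction of its change is given at its claims. A few retained probes, 173 in all, lack 206 values whose spots carried an outlier or uniformity flag.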

The selected genes were used to generate a PCA to visualize the 15 samples (Figure S1). In the PCA, the samples were grouped according to the animal’s clinical status (Lesions, Asymptomatic, and Seronegative).

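On the first principal component, which held 31.3% of the variation, 5 of the 6 Lesions animals had scores from 26.8 to 71.3. The Asymptomatic animals lay between -58.8 and -4.63 and the Seronegative animals between -37.9 and -18.4. Lesions animal 4 had a score of -24.7, inside the range of both other groups. Lesions, Asymptomatic and Seronegative animals had mean scores of 55.4, -19.9 and -32.2 on slide 1, and of 24.5, -26.3 and -28.2 on slide 2. Over all retained probes, the group explained 29.6% of the squared distances between animals (PERMANOVA, pseudo-F 2.52, p = 0.00228 from 100000 permutations of the group labels). Lesions animals differed from Seronegative animals (exact permutation p = 0.0143) and from Asymptomatic animals (exact permutation p = 0.00866). Asymptomatic and Seronegative animals could not be told apart by the same exact permutation test (p = 0.246). Probes of EGR1, FOS and JUNB were among those with the most negative weights on the first component, and probes of C4BPA, IFNG and IL4I1 among those with the most positive ones.

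**Figure D1:**
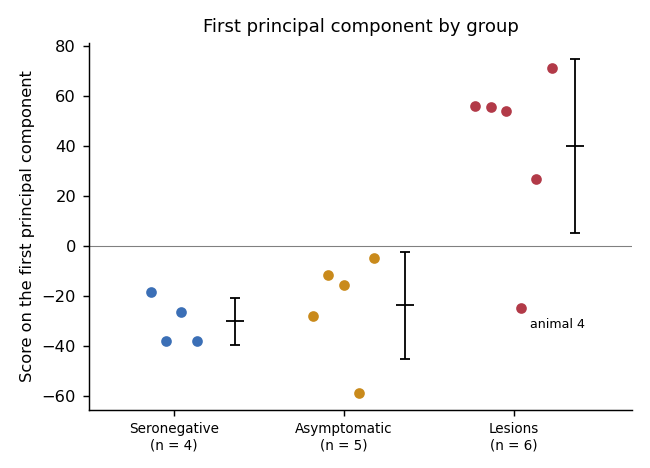
Score of each animal on the first principal component of the retained probes, by group. Points are animals and black marks the mean and SD of a group, and Lesions animal 4, at -24.7, is marked.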

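limma called 0 of the 12823 probes between Asymptomatic and Seronegative animals, and the smallest adjusted p was 0.119. At an unadjusted p under 0.05 there were 762 probes, where chance alone gives 641. UCHL1 had the smallest p among named genes and was at least 5.72-fold higher in Asymptomatic animals (adjusted p = 0.234), with every Asymptomatic animal above every Seronegative animal. SNAP25 (at least 2.72-fold higher, adjusted p = 0.491), IGF2 (log2 change 1.87, adjusted p = 0.50) and GLUD1 (log2 change -0.79, adjusted p = 0.491) also failed the test. Of the genes raised or lowered in Lesions animals, EGR1 had a log2 change of 0.70 (standard error 0.32, adjusted p = 0.828) and FOS one of 0.50 (standard error 0.37, adjusted p = 0.910). The 21 genes of the mitotic cell cycle list had a median log2 change of 0.55 (limma camera, adjusted p = 5.96e-05; adjusted p = 0.431 with an estimated correlation), and 0 of them passed alone, over all probes or when adjusted over the list alone. The T cell list had a median of 0.37 (camera adjusted p = 0.0160; adjusted p = 0.595 with an estimated correlation), which did not pass without Asymptomatic animal 1 or Seronegative animal 2 (0.199 to 0.393). Leaving out an animal gave 2 probes without Asymptomatic animal 1 or Seronegative animal 2, and 1 without Asymptomatic animal 2 or 4. Slide 1 alone gave 0 probes, slide 2 alone 1 and both slides with a term for slide 0. With array quality weights there were 73, among them UCHL1, SNAP25, IGF2 and GLUD1, and with the form of the animals' names as a term 3.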

Microarray data analysis revealed that there were no significant changes in gene expression between the Asymptomatic and Seronegative groups (adjusted *p*-value from LIMMA test > 0.05). However, a large number of genes (*n* = 470; adjusted *p* values < 0.05) were differentially regulated in the Lesions group as compared to those of the Seronegative group. Among these, 266 were up- and 204 were down-regulated. 

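In Lesions animals, 272 probes were higher and 197 lower than in Seronegative animals, 469 in all, and 406 of these changed more than 2-fold. Named genes account for 155 of the changed genes. C4BPA, a regulator of complement, rose most among named genes whose groups did not overlap, with a log2 change of 3.84 (standard error 0.67, adjusted p = 0.00858). LUC7L3 (log2 change 3.48 (adjusted p = 0.000939)), IL4I1 (3.23 (adjusted p = 0.00620)) and the T cell receptor gene TCRD19 (3.06 (adjusted p = 0.0131)) followed. A second probe of LUC7L3 gave -0.86 (adjusted p = 0.229), and was not called. CYCS fell by 4.29 (standard error 0.74, adjusted p = 0.00858), EGR3 fell by 3.84 and DEPP1 fell by 3.21 on the log2 scale. In 285 of the changed probes every Lesions animal lay on 1 side of every Seronegative animal; over all retained probes this held for 6.78%, where chance gives 0.952%. Leaving out Lesions animal 4 gave 1790 probes and Asymptomatic animal 4 gave 888. The count fell to 157, 226, 190 and 187 without Lesions animals 1, 2, 3 and 6, to 136, 122 and 134 without Seronegative animals 2, 3 and 4, and to 276 without Asymptomatic animal 3. With slide as a term 467 probes changed. In limma, slide 1 alone gave 1180 and slide 2 alone 0 (816 at an unadjusted p under 0.05). Each slide held 3 Lesions and 2 Seronegative animals. Asymptomatic animal 4, Lesions animal 4 and Seronegative animal 1, with the lowest array quality weights (0.203, 0.359 and 0.598), lay on slide 2. With so few animals, the 0 of slide 2 does not show that the changes are absent there. The animals' names put the number before or after the letter P, which can stand for a collection batch: all Lesions animals have the first form, all Seronegative animals the second, and the Asymptomatic animals both. With the form of the name as a term 1 probe changed, and the genes named at the claims lose their calls in this comparison, by the probes given first, under that term and on slide 2 alone, except TSC2, which keeps it under the first. The folds stayed about as large under the term. The median log2 change of the 469 probes in the called direction went from 1.62 to 1.53, and 469 of 469 kept their direction. The median standard error rose from 0.359 to 0.631. Only the Asymptomatic animals have both forms, so the change in the folds reflects only the difference among those animals.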

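In Lesions animals, 265 probes were higher and 325 lower than in Asymptomatic animals, 590 in all, with 423 of them changed more than 2-fold. The changed probes hold 180 named genes. NDOR1 rose most among named genes whose groups did not overlap (log2 change 3.87 (standard error 0.53, adjusted p = 0.00130)), followed by LUC7L3 (3.28 (adjusted p = 0.000278)) and TSC2 (2.96 (adjusted p = 7.49e-05)). The second probe of LUC7L3 gave -0.87 (adjusted p = 0.182) here. EGR3 fell by 5.82 (standard error 0.58, adjusted p = 0.000110), CYCS fell by 4.88 (adjusted p = 0.00209) and EGR1 fell by 3.76 (adjusted p = 1.59e-05) on the log2 scale. The groups did not overlap in 283 of the changed probes; this held for 3.86% of all retained probes, against 0.433% by chance. Without Lesions animal 4 there were 2097 changed probes. There were 125, 199, 171, 385 and 173 without Lesions animals 1, 2, 3, 5 and 6, and 235, 110, 365 and 183 without Asymptomatic animals 2, 3, 4 and 5. A term for slide gave 482 probes, slide 1 alone 679 and slide 2 alone 19. The form of the animals' names as a term left 49 probes, and the 3 Asymptomatic animals whose names have the form of the Lesions animals gave 75. Of the genes named at the claims, EGR1, EGR3, FOS, PTGS2 and CYR61 kept their calls in this comparison on slide 2 alone, by the probes given first.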

593 genes were also found to be differentially expressed (adjusted *p* values < 0.05) in the Lesions group, compared to the Asymptomatic group, 260 being up- and 333 down-regulated. The lists of significant differentially expressed genes in both comparisons (Lesions vs. Seronegative and Lesions vs. Asymptomatic) were compared with Venn diagrams (Figure S2). 

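In both comparisons, 103 probes were higher in Lesions animals and 99 were lower, 202 in all, and 0 moved in opposite directions. If the calls of the comparisons were independent, 5.62 shared higher probes and 4.99 shared lower ones would be found. The comparisons share the 6 Lesions arrays, so a part of the overlap comes from the design. Across probes, which are not independent replicates, the log2 changes had a Pearson correlation of 0.799, while simulated groups without any change gave 0.426 on average and 0.457 at most, and reassigning the animals' deviations from their group means gave 0.402 on average and 0.719 at most. With the Lesions animals split into 3 for each comparison, 20 to 31 probes were shared in the same direction over the 20 splits (median 26.5), and the correlation was 0.509 to 0.662. Genes changed in both comparisons include PSMB9, with log2 changes of 1.71 (standard error 0.24, adjusted p = 0.00283) against Seronegative and 1.99 (standard error 0.22, adjusted p = 0.000211) against Asymptomatic animals. A second probe of PSMB9 gave 0.94 (adjusted p = 0.119) and 0.81 (adjusted p = 0.139). AKAP12 changed by -2.20 (adjusted p = 0.000939) and -1.39 (adjusted p = 0.00862). RRM2 changed by 2.28 (adjusted p = 0.0170) and 2.36 (adjusted p = 0.0103), the first with adjusted p = 0.0561 without Seronegative animal 2. RRM2 lost its call against Seronegative animals with the replicate block. That block adds the animals' numbers as a term although they do not pair the animals, which leaves fewer degrees of freedom. A call lost with the replicate block, here or below, is therefore no evidence against a change. Calls against Asymptomatic animals also ended with the form of the names as a term (RRM2) and animals of 1 name form (RRM2 and AKAP12).

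**Figure D2:**
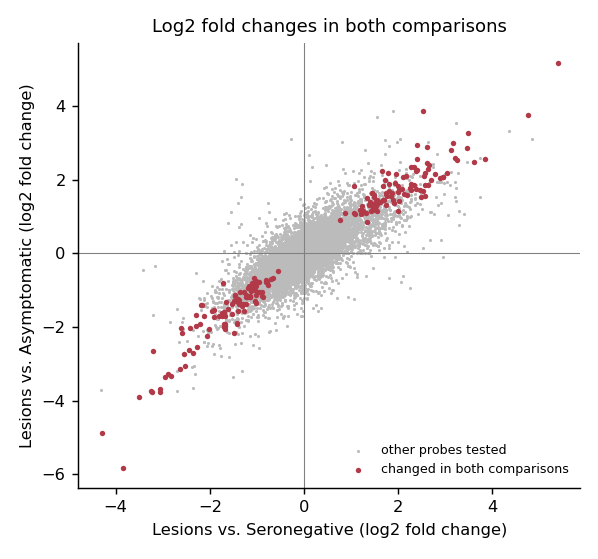
Log2 change of each retained probe in Lesions vs. Seronegative (x axis) and Lesions vs. Asymptomatic (y axis). The 202 probes changed in both comparisons are red, and 0 of them move in opposite directions.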

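Among the genes of the companion table, SERPINE2 was at least 4.62-fold higher in Lesions than in Seronegative animals (adjusted p = 0.00657) and at least 5.93-fold higher than in Asymptomatic animals (adjusted p = 0.00227). The probe lay well above background on all 6 Lesions arrays and on 0 others. The B cell receptor gene CD22 had a log2 change of 2.7 (standard error 0.38, adjusted p = 0.00293) against Seronegative animals, and 1.12 (standard error 0.36, adjusted p = 0.0799) against Asymptomatic animals, which did not pass (adjusted p = 0.0252 without Lesions animal 4). GIMAP2 rose by 2.56 (adjusted p = 0.00302) and 1.56 (adjusted p = 0.0275), the second call ending without Lesions animals 1, 2, 3 or 6 or Asymptomatic animals 2, 3 or 5 (adjusted p of 0.0556 to 0.0623). TSC2 rose by 2.40 (adjusted p = 0.00174) against Seronegative animals. TIMP3 fell by 2.22 (adjusted p = 0.00633) and fell by 1.91 (adjusted p = 0.0100), while its second probe did not pass, at -1.35 (adjusted p = 0.0516) and -1.02 (adjusted p = 0.0928). SFTPA1, a surfactant protein gene, rose by 1.85 (adjusted p = 0.00126) against Asymptomatic animals by 1 probe, and a second probe gave 0.33 (adjusted p = 0.426). SEMA3G changed by -2.16 (adjusted p = 0.00645) against Seronegative animals. PMCH was at least 5.12-fold higher than in Asymptomatic animals (adjusted p = 0.0158). SERPINE2 lost its call against Seronegative animals with the replicate block. Other processing ended calls against Asymptomatic animals with the form of the names as a term or animals of 1 name form (TIMP3, GIMAP2 and PMCH) and the replicate block (GIMAP2). CD22 passed against Asymptomatic animals with normexp or array quality weights.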

The top 25 significant up- and down-regulated genes in Lesions group relative to the Seronegative group or the Asymptomatic group are shown as a heatmap (Figure 1) and a companion table (Table S2). 

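Of 6 cell cycle genes, BUB1, CDC6, CCNB1, CDK1, ESPL1 and ORC1, 6 were higher in Lesions than in Seronegative animals and 5 were higher than in Asymptomatic animals (6 in both when adjusted over the list alone). BUB1 had log2 changes of 2.61 (standard error 0.45, adjusted p = 0.00809) and 2.45 (standard error 0.42, adjusted p = 0.00861), although a second probe gave 1.26 (adjusted p = 0.0725) and 0.72 (adjusted p = 0.238). ORC1 was at least 2.61-fold and at least 2.93-fold higher, and CDC6 at least 1.83-fold and at least 2.16-fold higher, the last with adjusted p of 0.0504 to 0.0660 without Lesions animal 1 or Asymptomatic animal 3. CCNB1 rose by 2.27 (adjusted p = 0.0127) and 1.89 (adjusted p = 0.0213), the second call ending without Lesions animal 1 or Asymptomatic animals 3 or 5 (adjusted p of 0.0506 to 0.0585). CDK1 rose by 2.19 (adjusted p = 0.00858) and 1.60 (adjusted p = 0.0278), and the second call ended without Lesions animals 1, 2, 3 or 6 or Asymptomatic animals 3, 4 or 5 (adjusted p of 0.0544 to 0.0766); a second probe gave 1.62 (adjusted p = 0.0935). ESPL1 rose by 1.90 (adjusted p = 0.00858) and did not pass against Asymptomatic animals, at 1.1 (adjusted p = 0.0554). It passed there without Lesions animal 4 (adjusted p = 0.00541). The apoptosis genes NR4A1, RHOB, SLIT2 and CAPN2 were lower in both comparisons, 4 of 4. NR4A1 changed by -2.61 (adjusted p = 0.00507) and -2.04 (adjusted p = 0.0119), RHOB by -1.29 (adjusted p = 0.00619) and -1.38 (adjusted p = 0.00182). SLIT2 changed by -1.70 (adjusted p = 0.00657) and -1.58 (adjusted p = 0.00794), and CAPN2 by -1.16 (adjusted p = 0.0140) and -1.16 (adjusted p = 0.00953). Second probes did not pass for RHOB (-0.96 (adjusted p = 0.138) and -0.60 (adjusted p = 0.303)), SLIT2 (-1.08 (adjusted p = 0.0538) and -1.00 (adjusted p = 0.0516)) or CAPN2 against Asymptomatic animals (-0.63 (adjusted p = 0.0574)). TNFRSF11B was at least 2.58-fold higher than in Seronegative animals (adjusted p = 0.0359) and at least 4.70-fold higher than in Asymptomatic animals (adjusted p = 0.00743). The first call ended without Lesions animals 1, 2, 3 or 6 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0511 to 0.112), and a second probe gave 1.39 (adjusted p = 0.0632) in the second comparison. FLT1 was called lower in both comparisons (adjusted p = 0.00272 and 0.0486), with signals near background in all groups. The second call ended without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 1, 2, 3, 4 or 5 or Seronegative animals 1, 2, 3 or 4 (adjusted p of 0.0551 to 0.110), and under normexp background correction its direction there reversed. Of FOS, JUN, JUNB, PTGS2 and TNF, 3 were lower against Seronegative animals and 5 against Asymptomatic animals. These genes were picked by the study from the same arrays and are not independent evidence. Calls against Seronegative animals also ended with normexp (CDC6 and FLT1) and only the compared groups in the fit or the replicate block (TNFRSF11B). With the form of the names as a term (BUB1, CCNB1, CDC6, CDK1, ORC1, SLIT2, CAPN2, PTGS2, TNFRSF11B and FLT1), animals of 1 name form (BUB1, CCNB1, CDC6, CDK1, ORC1, CAPN2, TNFRSF11B and FLT1), the replicate block (CCNB1, CDK1, NR4A1 and FLT1), normexp (CDC6) and scaling to the 75th percentile, no filter on dim probes, only the compared groups in the fit, an intensity trend with a robust prior or a block for slide (FLT1), calls against Asymptomatic animals ended. ESPL1 passed against Asymptomatic animals with normexp, an intensity trend with a robust prior or array quality weights.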

Within the most up- or down-regulated genes, factors clearly related to cell cycle (BUB1, CDC6, CCNB1, CDK1, ESPL1, ORC1), apoptosis (NR4A1, RHOB, SLIT2, CAPN2), complement system (C2, C4BPA), cytokine–cytokine receptor interaction (TNFRSF11B, FLT1) and TNF signaling pathway (FOS, JUN, JUNB, PTGS2 and TNF) were identified.

### 3.2. Quantitative PCR Validation

To validate changes in gene transcription identified by the microarray experiment, the relative mRNA expression levels of the selected 26 genes were verified via RT-qPCR using the Fluidigm Biomark HD Nanofluidic qPCR system. Fold changes in gene expression between Lesions vs. Seronegative and Lesions vs. Asymptomatic groups calculated by RT-qPCR are shown in Figure 2. RT-qPCR expression analysis revealed nine genes differentially expressed (CCNB3, CXCL13, CYR61, FOS, JUN, OXT, SOS2, STAT1 and TLR8) in a statistically significant way across multiple groups. Variations in the expression levels of five genes were statistically significant in Lesions group relative to Seronegative group. Four of these genes were up-regulated, CCNB3 (*p* = 0.043), OXT (*p* = 0.000), STAT1 (*p* = 0.007) and TLR8 (*p* = 0.000), whereas FOS was down-regulated (*p* = 0.041). In addition, if animals with Lesions were compared to Asymptomatic animals, CXCL13 and OXT were significantly up-regulated (*p* = 0.027, *p* = 0.001). In contrast, a significantly down-regulated expression was observed for CYR61 (*p* = 0.015), JUN (*p* = 0.041) and SOS2 (*p* = 0.009).

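On the arrays, 20 of the 26 genes chosen for RT-qPCR have a named probe. CCNB3, CXCL13, CXCR5, FANCD2, SOS2 and VCAM1 have none. Against Seronegative animals 6 of the 20 were higher and 6 lower in Lesions animals (8 and 10 when adjusted over the list alone), and against Asymptomatic animals 5 were higher and 7 lower (8 and 8). The study chose these genes, so the counts over the list alone are not independent evidence. TGFBR1 fell by 1.60 (standard error 0.32, adjusted p = 0.0179) against Seronegative animals, a call that ended without Seronegative animals 3 or 4 (adjusted p of 0.0615 to 0.0620), and its change against Asymptomatic animals did not pass (-0.30 (adjusted p = 0.580)). CYR61 changed by -2.50 (adjusted p = 0.0275) and FGF10 by -1.8 (adjusted p = 0.0275) against Asymptomatic animals; the calls ended without Lesions animals 1 or 3 or Asymptomatic animals 2, 3 or 5 (adjusted p of 0.0500 to 0.0687) for CYR61 and without Lesions animals 1, 2 or 6 or Asymptomatic animals 2, 3 or 4 (adjusted p of 0.0524 to 0.0608) for FGF10. Against Seronegative animals neither passed, at -1.8 (adjusted p = 0.0919) and -1.53 (adjusted p = 0.0560). CYR61 passed there without Seronegative animal 1 (adjusted p = 0.0477), and FGF10 without Lesions animal 4 or Asymptomatic animal 4 (adjusted p of 0.00772 to 0.0395). APP changed by -1.03 (adjusted p = 0.0390) against Asymptomatic animals, a call that ended without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 1, 2, 3 or 5 or Seronegative animal 3 (adjusted p of 0.0502 to 0.0914); against Seronegative animals it gave -0.99 (adjusted p = 0.0585) and passed without Lesions animal 4 or Asymptomatic animal 4 (adjusted p of 0.00155 to 0.0476). TGFBR2 and NOS2 did not pass by their brightest probes (-0.74 (adjusted p = 0.111) and -1.15 (adjusted p = 0.271) against Seronegative animals), but another TGFBR2 probe and a dim second NOS2 probe were lower, at -1.07 (adjusted p = 0.0435) and -1.48 (adjusted p = 0.0177). TGFBR2 passed by the first probe without Asymptomatic animal 4 (adjusted p = 0.0361). Against Asymptomatic animals TGFBR2 (0.03 (adjusted p = 0.959)) and NOS2 (0.50 (adjusted p = 0.618)) did not pass. TGFBR1 lost its call against Seronegative animals with the replicate block. Calls against Seronegative animals were gained with an intensity trend with a robust prior or 1 probe for each gene (APP and FGF10), array quality weights (APP, CYR61, FGF10 and TGFBR2) and the stricter filter (FGF10). Calls against Asymptomatic animals also ended with normexp or only the compared groups in the fit (APP), the replicate block (APP and CYR61), the form of the names as a term (APP, CYR61 and FGF10) and animals of 1 name form (APP and FGF10).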

Although the fold change values for the expression of some genes measured via microarray or RT-qPCR were different (C3, CCNB1, NOS2, TGFBR1 and TNF), in terms of fold change direction, the gene expression patterns of most of the genes (APP, BCL2L1, CCNB3, CDC6, CTLA4, CXCL13, CXCR5, CYR61, FANCD2, FGF10, FOS, IL6, JUN, OXT, RAD51, SOS2, STAT1, TGFBR2, TIMP3, TLR8 and VCAM1) were reproducible via RT-qPCR analysis, and there were no significant differences in fold change data obtained with microarray and the Fluidigm Biomark HD Nanofluidic qPCR system (*p* > 0.05). Data from microarray and RT-qPCR showed a high degree of concordance (Figure 2), with a correlation coefficient of 0.724 (*p* = 0.01) in Lesions vs. Seronegative comparison and 0.801 (*p* = 0.01) in Lesions vs. Asymptomatic comparison.

### 3.3. Gene Ontology and Pathway Analysis

Biological process GO terms and pathway enrichment analyses were performed using the lists of differentially expressed genes identified by the microarray analysis in the Lesions group relative to the Seronegative group or the Asymptomatic group. GO enrichment analysis revealed that 66 terms were enriched in the up-regulated genes in Lesions group vs. Seronegative group. Additionally, 67 functions were enriched in the down-regulated mRNAs for the same comparison. In the Lesions vs. Asymptomatic comparison, 21 GO terms were enriched in the up-regulated genes, whereas 67 functions were enriched in down-regulated genes. The top 10 significant GO terms in Lesions group relative to Seronegative group and Asymptomatic group are shown in Figure 3 and Figure 4, respectively. Enriched GO terms were clustered on related functional groups with DAVID. Enriched GO terms in the up-regulated gene lists were related to the regulation of mitotic cell cycle, meiotic cell cycle, immune response (inflammatory response, innate immune response, B-cell mediated immune response, T-cell mediated immune response), the positive regulation of ubiquitin-protein ligase activity and response to cAMP. In contrast, enriched GO terms in the down-regulated genes were related to the regulation of development and cell/tissue/organ differentiation, regulation of transcription, response to hormone and corticoids, regulation of apoptosis or programmed cell death and more responses (response to hypoxia, response to mechanical, protein and cytokine stimulus and response to organic nitrogen). 

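Of 21 measured genes of a mitotic cell cycle list, 15 were higher in Lesions than in Seronegative animals and 0 lower (21 higher when adjusted over the list alone), with a median log2 change of 2.20 (limma camera, adjusted p = 5.11e-16; adjusted p = 0.298 with an estimated correlation). Against Asymptomatic animals, 9 were higher and 0 lower (17 when adjusted over the list alone), with a median of 1.57 (adjusted p = 4.29e-10; 0.431 with an estimated correlation). SPC25 was at least 4.82-fold higher than in Seronegative animals (adjusted p = 0.00335), UBE2C changed by 2.64 (adjusted p = 0.0165) and CENPH by 1.34 (adjusted p = 0.00882). TPX2 changed by 1.64 (adjusted p = 0.0103) against Asymptomatic animals, and TOP2A was at least 2.14-fold higher (adjusted p = 0.00988). AURKA changed by 2.36 (adjusted p = 0.0220), a call that ended without Lesions animals 1, 3 or 6 or Asymptomatic animal 3 (adjusted p of 0.0500 to 0.0627). Of 15 T cell genes, 6 were higher than in Seronegative animals (12 when adjusted over the list alone; median 1.66, adjusted p = 5.00e-08) and 2 were higher than in Asymptomatic animals (11 over the list alone; median 1.09, adjusted p = 5.03e-05); with an estimated correlation these were 0.431 and 0.431. Of 10 B cell and plasma cell genes, 2 were higher than in Seronegative animals (6 over the list alone; median 1.20, adjusted p = 0.00293) and 1 than in Asymptomatic animals (1 higher and 1 lower over the list alone; median 0.73, adjusted p = 0.0452); with an estimated correlation these too were 0.431 and 0.431. The last set call ended without Lesions animals 2, 5 or 6, Asymptomatic animals 2, 3, 4 or 5 or Seronegative animal 2 (0.0537 to 0.0900). With an estimated correlation, 0 of the set calls of any list held in any comparison (camera). The rotation test fry, which asks only whether a list's genes moved in 1 direction, passed for the mitotic list in both comparisons (adjusted p = 0.00308 and 0.0113). By fry, the T cell (adjusted p = 0.0366) and B cell lists (0.0113) passed against Seronegative animals. Against Asymptomatic animals they did not (0.0810 and 0.0541). The mean mitotic score of Lesions animals was above that of both other groups on slide 1 (1.26 against -0.11 and -0.74 in Asymptomatic and Seronegative animals) and on slide 2 (0.77 against -0.66 and -1.21). Other processing ended calls against Seronegative animals with normexp (SPC25) and the replicate block (UBE2C). Other processing ended calls against Asymptomatic animals with the form of the names as a term or animals of 1 name form (TPX2, TOP2A and AURKA) and the replicate block (AURKA).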

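Of 21 immediate-early genes, which encode transcription factors and regulators switched on within minutes by many stimuli, 9 were lower in Lesions than in Seronegative animals and 0 higher (14 lower when adjusted over the list alone). Against Asymptomatic animals 11 were lower and 0 higher (16 over the list alone). The medians were -1.06 and -1.01 (camera adjusted p = 1.04e-13 and 7.26e-15; adjusted p = 0.0637 in both with an estimated correlation), and -0.01 in Asymptomatic vs. Seronegative animals (adjusted p = 0.551, and 0.0463 without Seronegative animal 3). The list passed the rotation test fry, which asks only whether its genes moved in 1 direction (adjusted p = 0.000203 and 0.000119). EGR1 had a log2 change of -3.06 (standard error 0.31, adjusted p = 0.000639) against Seronegative animals, with 6 of 6 Lesions animals below every other animal. BTG2 changed by -2.27 (adjusted p = 0.00523) and -2.55 (adjusted p = 0.000928), KLF4 by -1.91 (adjusted p = 0.00293) and -1.73 (adjusted p = 0.00219), and ZFP36 by -1.5 (adjusted p = 0.00618) and -2.16 (adjusted p = 0.000139). A second ZFP36 probe did not pass against Seronegative animals, at -1.27 (adjusted p = 0.107). IER2 changed by -1.88 (adjusted p = 0.00861) against Asymptomatic animals, and by -1.43 (adjusted p = 0.0363) against Seronegative animals, a call that ended without Lesions animals 1, 2, 3 or 6, Asymptomatic animal 3 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0514 to 0.109). Of 3 measured glucocorticoid response genes, 1 was lower in each comparison (medians -1.14 and -0.93), too few for a set test. Endothelial genes moved by about as much as the immediate-early ones, with medians of -1.06 and -0.98 over 18 genes, of which 6 passed in each comparison. The 7 hypoxia genes had medians of -0.21 (adjusted p = 0.654) and 0.30 (0.940), and 0 of them passed. On slide 1 the mean immediate-early scores were -0.72 in Lesions, 0.65 in Asymptomatic and 0.87 in Seronegative animals, and on slide 2 they were -0.89, 0.53 and 0.11. IER2 lost its call against Seronegative animals with scaling to the 75th percentile or only the compared groups in the fit.

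**Figure D3:**
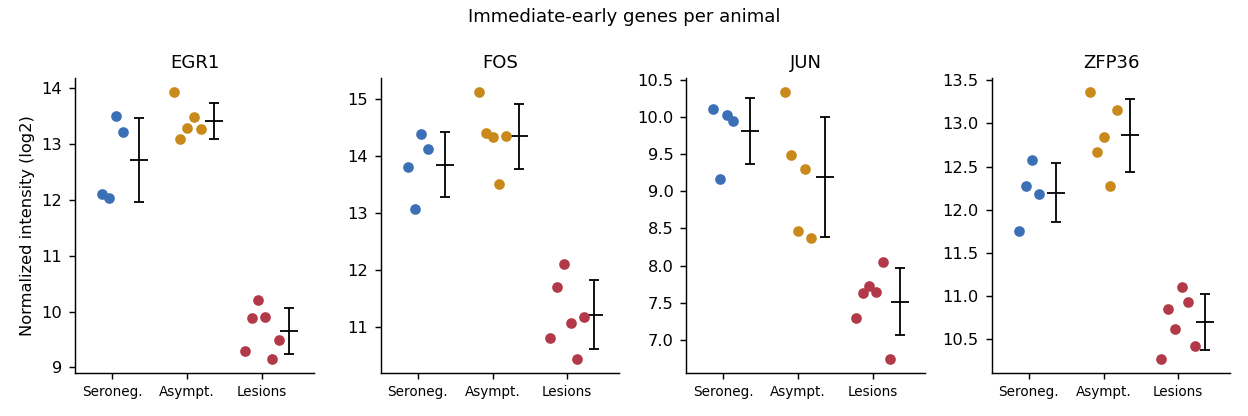
Log2 signal of EGR1, FOS, JUN and ZFP36 in each animal. JUN is shown by the probe called in both Lesions comparisons, and a brighter JUN probe did not pass in either. Points are animals and black marks the mean and SD of a group, and in EGR1 all 6 Lesions animals lie below every other animal.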

Genes involved in each functional cluster of the enriched GO terms in the comparisons Lesions group vs. Seronegative group or Asymptomatic group are shown in Figure 5 and Figure 6, respectively.

In addition, KEGG pathway enrichment analysis revealed that differentially expressed genes are involved in pathways of complement and coagulation cascades, T cell receptor signaling pathway, cell cycle, TNF signaling pathway, osteoclast differentiation, PI3K-Akt signaling pathway, signaling pathways regulating pluripotency of stem cells, MAPK signaling pathway and TGFB signaling pathway (Table S3).

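Among the genes that Table S3 lists for these pathways, the complement genes C3, C2, C1S, C4BPA and CFB were 5 of 5 higher in Lesions than in Seronegative animals, and 5 of 5 cell cycle genes were higher as well. CFB rose by 1.44 (standard error 0.36, adjusted p = 0.0412), a call that ended without Lesions animals 1, 2, 3 or 6, Asymptomatic animals 3 or 5 or Seronegative animals 1, 2, 3 or 4 (adjusted p of 0.0522 to 0.0975); against Asymptomatic animals it gave 1.19 (adjusted p = 0.0558) and passed without Lesions animal 4 or Asymptomatic animal 2 (adjusted p of 0.00720 to 0.0394). For osteoclast differentiation, 4 of 5 measured genes were lower (FOS, JUN, JUNB and TGFBR1; 5 when adjusted over the list alone), and for TNF signaling 4 of 5 were lower. JUNB changed by -1.33 (adjusted p = 0.00380) and by -1.71 (adjusted p = 0.000929) through the probes of Table S2, which differ between the comparisons. In Lesions vs. Asymptomatic animals, 3 of 4 complement genes (4 when adjusted over the list alone) and 3 of 3 cell cycle genes were higher. The genes were picked by the study on these arrays, which is not independent evidence. A complement list written beforehand had 4 of 12 genes higher and 0 lower against Seronegative animals (6 higher and 1 lower when adjusted over the list alone). CFB lost its call against Seronegative animals with no filter on dim probes, only the compared groups in the fit or the replicate block. CFB passed against Asymptomatic animals with an intensity trend with a robust prior, array quality weights or 1 probe for each gene.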

## 4. Discussion

As far as we know, this is the first study on mRNA profiles in sheep infected with VMV and with disease lesions. To identify the differentially expressed genes during the infection with VMV, we used 15 animals belonging to three groups: seronegative, seropositive but asymptomatic and diseased (with lesions) animals; accordingly, 3 comparisons were made: asymptomatic vs. seronegative, diseased vs. seronegative and diseased vs. asymptomatic.

Cytokines seem to have an important role in SRLV induced pathogenesis. In this study 3 cytokines were found to be differentially regulated: IL6, TNF and IFN-*γ*. IL6 was down-regulated in infected and asymptomatic animals compared with seronegative animals, and significantly downregulated in the Lesions vs. Seronegative comparison, as in other studies in goat macrophages infected with CAEV [27] and in the whole blood of infected goats [28]. 

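IL6 fell by 1.25 on the log2 scale in Lesions vs. Seronegative animals (standard error 0.32, adjusted p = 0.0432), with every Lesions animal below every Seronegative animal. The call ended without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animal 3 or Seronegative animals 1, 2, 3 or 4 (adjusted p of 0.0508 to 0.120). In Asymptomatic vs. Seronegative animals IL6 gave a log2 change of -0.78 (standard error 0.33, adjusted p = 0.811), which did not pass, and in Lesions vs. Asymptomatic animals one of -0.47 (standard error 0.30, adjusted p = 0.355), which did not pass. Of 13 inflammatory cytokine and chemokine genes, 1 was lower in each Lesions comparison (2 in each when adjusted over the list alone), with medians of -0.38 and -0.35 (camera adjusted p = 0.0729 and 0.145). The first passed without Lesions animal 2 or Seronegative animal 4 (0.0287 to 0.0316). IL6 lost its call against Seronegative animals with scaling to the 75th percentile, no filter on dim probes or the replicate block.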

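TNF fell by 2.58 on the log2 scale in Lesions vs. Asymptomatic animals (standard error 0.46, adjusted p = 0.00988), with every Lesions animal below every Asymptomatic animal. In Lesions vs. Seronegative animals TNF had a log2 change of -0.95 (standard error 0.49, adjusted p = 0.261) and did not pass, with any of the animals left out or kept. Its change in Asymptomatic vs. Seronegative animals was 1.63 (standard error 0.50, adjusted p = 0.652), which did not pass either.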

As previously reported [8,9], the pro-inflammatory cytokine TNF has been found down-regulated in the lung of VM clinically affected animals (Lesion vs. Seronegative comparison). However, IFN-*γ* was up-regulated and presented a fold change of 5.05 in the Lesions vs. Asymptomatic comparison. This result does not match with previous studies, as it has been reported that SRLVs seldom induce type I IFN production directly from infected cells [29]. 

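IFNG had a log2 change of 2.35 (standard error 0.77, adjusted p = 0.0886) in Lesions vs. Asymptomatic animals, a 5.09-fold higher mean, and did not pass the test. Against Seronegative animals the log2 change was 2.75 (standard error 0.82, adjusted p = 0.0710), which did not pass. Without Lesions animal 4, IFNG passed in both comparisons (adjusted p = 0.00707 and 0.00564 in this order). With array quality weights it passed in both as well (adjusted p = 0.00837 and 0.0107). Over all settings its adjusted p ran from 0.00707 to 0.75 and from 0.00564 to 0.810. Of 16 interferon-stimulated genes, 2 were higher and 0 lower in Lesions vs. Asymptomatic animals (3 over the list alone; median 0.79, camera adjusted p = 0.00497; adjusted p = 0.442 with an estimated correlation). Against Seronegative animals 0 passed over all probes (3 when adjusted over the list alone; median 0.49, adjusted p = 0.135), and the list passed without Lesions animal 4 or Seronegative animal 2 (0.0113 to 0.0336). IFNG passed against Seronegative animals with normexp or a block for slide. IFNG passed against Asymptomatic animals with normexp.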

Our information on interferons is limited to IFN-*γ* so further studies are needed on this important mediator of immunity against virus infections.

Interestingly a change in differential expression was detected in the IGHM gene, related with antibody-mediated immune response. In this work, it was up-regulated in the Lesions group relative to the Seronegative group and significantly down-regulated in animals with lesions comparing with asymptomatic animals. This gene encodes the constant region of the mu heavy chain, which defines the IgM antibody subtype. 

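IGHM has 3 probes on the array, which differ in direction. The probe with the brightest signal was higher in Lesions than in Seronegative animals, with a log2 change of 2.12 (standard error 0.33, adjusted p = 0.00706), and higher than in Asymptomatic animals, at 1.62 (standard error 0.31, adjusted p = 0.0214). The second call ended without Lesions animals 3 or 5 or Asymptomatic animal 3 (adjusted p of 0.0560 to 0.0669), and both rest on 3 Lesions animals, since the spots of Lesions animals 1, 2 and 6 were marked as outliers. With the outlier spots kept, the log2 changes were 1.84 and 1.34. A second probe gave 2.65 (adjusted p = 0.0224) and 1.92 (adjusted p = 0.0506), the last not passing. The third probe, which Table S2 gives for the comparison with Asymptomatic animals, was lower there (adjusted p = 0.00861, at least 1.07-fold). It was well above background on 0 Lesions arrays and 2 of 5 Asymptomatic arrays, and gave -0.07 (adjusted p = 0.904) against Seronegative animals. IGHM lost its call against Seronegative animals with the replicate block. IGHM lost its call against Asymptomatic animals with the replicate block, the form of the names as a term or animals of 1 name form.

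**Figure D4:**
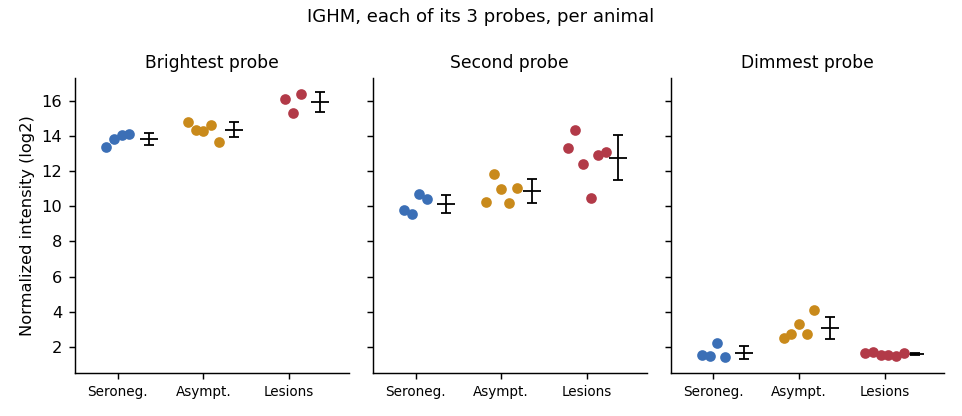
Log2 signal of the 3 IGHM probes in each animal. Points are animals and black marks the mean and SD of a group, and the probe of Table S2 for Lesions vs. Asymptomatic animals lies near background.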

IgM antibodies play an important role in primary defense mechanisms and sheep have been found to respond to acute viral infections by an initial formation of the IgM class antibodies followed in a couple of weeks by the formation of IgG type [30]. This would explain the up-regulation detected in the first steps of the infection.

In relation to the innate immune response, TLR8 was significantly up-regulated both in asymptomatic animals and in animals with VM lung lesions (*p* < 0.05). It is known that TLR8 plays a fundamental role in pathogen recognition and activation of innate immunity, recognizing pathogen-associated molecular patterns (PAMPs) that are expressed on infectious agents and mediating the production of cytokines. This finding is in agreement with previous reports of our group, as well as others that also found TLR8 to be up-regulated in the lungs of animals with lesions compared to control animals [13,31].

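TLR8 was higher in Lesions than in Seronegative animals (log2 change 2.37 (standard error 0.50, adjusted p = 0.0217)) and higher than in Asymptomatic animals (1.76 (standard error 0.47, adjusted p = 0.0463)). In Asymptomatic vs. Seronegative animals its log2 change was 0.62 (standard error 0.52, adjusted p = 0.924), which did not pass. The first call ended without Lesions animal 1 or Seronegative animals 2 or 4 (adjusted p of 0.0525 to 0.0736) and the second without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 1, 2, 3, 4 or 5 or Seronegative animals 1, 2 or 4 (adjusted p of 0.0530 to 0.105). A second TLR8 probe gave 1.89 (adjusted p = 0.0725) and 1.55 (adjusted p = 0.101) in the Lesions comparisons, and did not pass. Of 10 Toll-like receptor and adapter genes, TLR8 alone passed in each Lesions comparison (medians 0.32 and 0.47, camera adjusted p = 0.359 and 0.0298; the second was 0.431 with an estimated correlation and 0.0506 without Asymptomatic animal 1). TLR8 lost its call against Asymptomatic animals with no filter on dim probes, only the compared groups in the fit, a block for slide, the form of the names as a term or animals of 1 name form.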

Furthermore, three other genes were down-regulated in the Lesions group compared with asymptomatic animals, PTGS2 and IER3 (both involved in regulation of apoptosis and cell and tissue differentiation), and UTRN, a gene associated with cell, tissue and organ development. 

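PTGS2 fell by 2.13 on the log2 scale in Lesions vs. Asymptomatic animals (standard error 0.36, adjusted p = 0.00794), and IER3 fell by 0.94 (standard error 0.21, adjusted p = 0.0272), both with every Lesions animal below every Asymptomatic animal. The IER3 call ended without Lesions animals 3 or 6 or Asymptomatic animals 2, 3 or 5 (adjusted p of 0.0518 to 0.0721). UTRN had a log2 change of -0.53 (standard error 0.20, adjusted p = 0.127), which did not pass. Without Lesions animal 4 it did (adjusted p = 0.0138). Adjusted over these 3 genes alone, 3 of 3 were lower, which is not independent evidence since the study chose them. Against Seronegative animals IER3 was lower too (-1.05 (adjusted p = 0.0211)), a call that ended without Seronegative animals 3 or 4 (adjusted p of 0.0583 to 0.0673), while PTGS2 (-0.74 (adjusted p = 0.263)) and UTRN (-0.39 (adjusted p = 0.291)) did not pass. IER3 lost its call against Seronegative animals with only the compared groups in the fit or the replicate block. UTRN passed against Seronegative animals with array quality weights. IER3 lost its call against Asymptomatic animals with the form of the names as a term, normexp, the replicate block or animals of 1 name form. UTRN passed against Asymptomatic animals with normexp or array quality weights.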

UTRN has been found to be associated with susceptibility and serologic status of Ovine Lentivirus (OvLV) [7] and Thompson et al. [10] also found that Ovine Progressive Pneumonia Virus (OPPV) infection causes decreasing expression of PTGS2 and IER3 in *Capra hircus in vitro*. Except for Interferons, our results confirm previous findings, some of them in goats, in relation to differential regulation of genes in response to viral infection.

At last, we also found some genes that were known to be associated with interference against the human retrovirus HIV, such as CTLA4 [32], TLR8 [33], SAMHD1 [34]; BCL2L1 [35]; ITGAL and JUN [36]; FOSL2 [37] and STAT1 [38]. The gene expression changes of all these genes were in accordance with the changes observed in our study. In particular, CTLA4, TLR8, SAMHD1, ITGAL and STAT1 were significantly up-regulated and, in contrast, a significant down-regulated expression was observed for BCL2L1, FOSL2 and JUN when we compared animals with lesions to seronegative and asymptomatic animals. 

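Of CTLA4, TLR8, SAMHD1 and ITGAL, TLR8 alone was higher by the brightest probes, in both Lesions comparisons. Against Seronegative animals CTLA4 (1.66 (adjusted p = 0.0931)) and ITGAL (1.45 (adjusted p = 0.0676)) did not pass, although a second ITGAL probe did, at 1.57 (adjusted p = 0.0432). Against Asymptomatic animals CTLA4 (1.66 (adjusted p = 0.0726)) and ITGAL (0.80 (adjusted p = 0.246)) did not pass. Without Lesions animal 4, CTLA4 and ITGAL passed in both comparisons (adjusted p of 0.00260 to 0.0268); ITGAL also passed against Seronegative animals without Asymptomatic animal 4 (0.0460). Among the genes reported as lower, BCL2L1 fell by 0.82 (adjusted p = 0.0254) against Seronegative animals, a call that ended without Lesions animals 1 or 6 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0571 to 0.0829), and did not pass against Asymptomatic animals (-0.39 (adjusted p = 0.182)). A second BCL2L1 probe gave -0.61 (adjusted p = 0.187), and FOSL2 has no named probe. The study chose these genes from the same arrays, so they are not independent evidence. BCL2L1 lost its call against Seronegative animals with the replicate block. ITGAL and CTLA4 passed against Seronegative animals with array quality weights. Calls against Asymptomatic animals were gained with array quality weights (ITGAL and CTLA4) and normexp (CTLA4).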

Interestingly, SAMHD1 was one of the restriction factors of the innate immune response identified in this study, which warrants future research on this protein related to SRLV infection and its potential to restrict viral infection.

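SAMHD1, which lowers the pool of nucleotides that lentiviruses need, had a log2 change of 1.05 (standard error 0.44, adjusted p = 0.177) in Lesions vs. Seronegative animals and 0.81 (standard error 0.41, adjusted p = 0.249) in Lesions vs. Asymptomatic animals; neither passed. Without Lesions animal 4 both passed (adjusted p = 0.00593 and 0.00958). Of 6 measured lentivirus restriction factor genes, 0 passed against Seronegative animals and 0 against Asymptomatic animals over all probes (0 and 1 when adjusted over the list alone), with medians of 0.43 and 0.81 (camera adjusted p = 0.222 and 0.0592). The second was past the threshold without Lesions animals 4 or 6 or Seronegative animal 3 (0.0262 to 0.0390). SAMHD1 passed against Seronegative animals with array quality weights. SAMHD1 passed against Asymptomatic animals with array quality weights.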

Microarray data analysis as a whole revealed that there were not significant differentially expressed genes with adjusted *p*-values < 0.05 in Asymptomatic vs. Seronegative comparison. However, 470 genes were significantly differentially regulated in the Lesions group compared to the Seronegative group. Of these genes, 266 were up-regulated and 204 were down-regulated. 593 genes were also found to be significantly differentially expressed in the Lesions group compared to the Asymptomatic group; 260 being up-regulated and 333 being down-regulated. The lack of differentially expressed genes with corrected *p*-values in the Seronegative vs. Asymptomatic comparison could be related with the analysis of naturally infected samples instead of animals infected experimentally, as is usually done in this kind of works. Negative animals were classified according to ELISA test which does not reach 90% of sensitivity and therefore false negative could be expected in the serologic test [39]. At last, natural infection could have occurred at different times, biasing data and interpretation.

To confirm changes in gene transcription identified by the microarray experiment, the relative mRNA expression levels of 26 genes were verified by Fluidigm Biomark HD Nanofluidic qPCR system in different samples, with animals classified in three groups. The gene expression patterns of most of the selected genes (90% of the comparisons) were reproducible via RT-qPCR analysis, validating the results obtained in the microarray analysis. Surprisingly, the OXT gene appeared much more up-regulated in the qPCR analysis. Recently, the hypothalamo–neurohypophysial system emerged as an important component of the neuroendocrine–immune network, wherein the oxytocin-secreting system (OSS) plays an essential role. The OSS can promote the development of thymus and bone marrow, perform immune surveillance, strengthen immune defense and maintain immune homeostasis [40]. Oxytocin can strengthen the physical and chemical barriers through suppressing pro-inflammatory cytokines [41], and many of them were down-regulated in the array results. Thus, it is quite possible that OSS could affect the response against VMV.

Similar results were obtained in the biological process GO terms enriched analysis of the up-regulated and down-regulated genes for the two comparisons with significant differences, Lesions group vs. Seronegative group and vs. Asymptomatic group. This analysis reveals that VMV induces significant up-regulation of genes implicated in the mitotic cell cycle and immune response in both comparisons. In addition, meiotic cell cycle and positive regulation of ubiquitin-protein ligase activity GO terms were enriched in up-regulated genes when we compared Lesions group vs. Seronegative group. 

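SASH3 and CD27, members of the T cell list, rose in both comparisons: SASH3 by 1.67 (adjusted p = 0.0258) and 1.45 (adjusted p = 0.0350), and CD27 by 1.51 (adjusted p = 0.0309) and 1.24 (adjusted p = 0.0447). The SASH3 calls ended without Lesions animals 1, 2, 3 or 6 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0553 to 0.0858) in the first and without Lesions animals 1, 2, 3 or 6 or Asymptomatic animals 2, 3, 4 or 5 (adjusted p of 0.0637 to 0.0789) in the second comparison. The CD27 calls ended without Lesions animals 1, 2, 3 or 6 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0591 to 0.101) in the first and without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 2, 3 or 5 or Seronegative animals 3 or 4 (adjusted p of 0.0548 to 0.0947) in the second. MZB1, a plasma cell gene, rose by 1.94 (adjusted p = 0.0487) against Seronegative animals, a call that ended without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 1, 2, 3 or 5 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0596 to 0.129), and gave 1.31 (adjusted p = 0.118) against Asymptomatic animals, which passed without Lesions animal 4 (adjusted p = 0.0201). HMGA1, a chromatin protein gene of dividing cells, changed by 1.24 (adjusted p = 0.0178) and 1.28 (adjusted p = 0.0110), the first with adjusted p of 0.0550 to 0.0615 without Seronegative animals 3 or 4. CENPH and SPC25 changed by 0.86 (adjusted p = 0.0406) and 1.53 (adjusted p = 0.0277) against Asymptomatic animals; these calls ended without Lesions animals 1, 2, 3 or 6 or Asymptomatic animals 1, 2, 3 or 5 (adjusted p of 0.0676 to 0.0892) and without Lesions animals 1, 2, 3 or 6 or Asymptomatic animals 2, 3 or 5 (adjusted p of 0.0506 to 0.0725). Of 7 lymphoid follicle genes, 1 was higher in each comparison (3 and 2 when adjusted over the list alone; medians 0.86 and 0.70, camera adjusted p = 0.145 and 0.0755). The second set value passed without Lesions animal 4 or Seronegative animal 4 (0.0432 to 0.0499). With only the compared groups in the fit (SASH3 and MZB1), the replicate block (CD27 and MZB1) and scaling to the 75th percentile, no filter on dim probes or a block for slide (MZB1), calls against Seronegative animals ended. With normexp (SPC25 and CD27), the replicate block (SPC25, CENPH and CD27), the form of the names as a term or animals of 1 name form (SPC25, CENPH, SASH3, CD27 and HMGA1), a block for slide (CENPH and CD27), only the compared groups in the fit (SASH3 and CD27) and no filter on dim probes (CD27), calls against Asymptomatic animals ended. MZB1 passed against Asymptomatic animals with array quality weights. From the terms enriched among the genes that were higher in Lesions animals than in Seronegative and in Asymptomatic animals, the paper concludes that the virus raises the expression of mitotic cell cycle and immune response genes.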

Recently, the mechanism by which Vif proteins of bovine immunodeficiency virus (BIV) facilitate viral infection has been described [42]. It differs from the mechanism of primate viruses because it requires different ubiquitin ligase scaffolding proteins. Extended information should be needed to disentangle if this mechanism is also used by VMV in sheep.

KEGG pathway analysis found several enriched pathways. In Lesions vs. Asymptomatic comparison, six pathways were found to be significantly enriched. 

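Of the Table S3 genes measured in Lesions vs. Asymptomatic animals, 6 of 7 MAPK signaling genes and 5 of 6 TGF-beta signaling genes were lower (6 and 6 when adjusted over the list alone). Of 6 pluripotency signaling genes, 3 were lower and 1 higher (4 and 1 over the list alone). SMAD7 had a log2 change of -1.45 (standard error 0.29, adjusted p = 0.0186), with adjusted p = 0.0538 without Asymptomatic animal 3, and a second probe gave -1.46 (adjusted p = 0.0680). ID3, outside the table's list, changed by -1.44 (standard error 0.25, adjusted p = 0.00861). DCN changed by -1.14 (adjusted p = 0.0267), BAMBI by -0.99 (adjusted p = 0.0390), FZD7 by -1.14 (adjusted p = 0.0365) and DUSP1 by -2.1 (adjusted p = 0.0423). The DCN call ended without Lesions animals 1, 2 or 6 or Asymptomatic animals 2, 3 or 5 (adjusted p of 0.0537 to 0.0751), and the BAMBI call without Lesions animals 1, 2, 3, 5 or 6 or Asymptomatic animals 1, 2, 3 or 5 (adjusted p of 0.0525 to 0.0947); second probes of DCN (-0.62 (adjusted p = 0.128)) and BAMBI (-0.63 (adjusted p = 0.217)) did not pass. The FZD7 call ended without Lesions animals 1, 2, 3 or 6 or Asymptomatic animals 1, 2, 3, 4 or 5 (adjusted p of 0.0557 to 0.0855), and the DUSP1 call without Lesions animals 1, 2, 3 or 6, Asymptomatic animals 1, 2, 3 or 5 or Seronegative animal 4 (adjusted p of 0.0534 to 0.10). These genes come from the study's own lists, so the counts are not independent evidence. Calls against Asymptomatic animals also ended with the form of the names as a term (SMAD7, ID3, DCN, FZD7, DUSP1 and BAMBI), animals of 1 name form (SMAD7, ID3, DCN, FZD7 and BAMBI), normexp (DCN), only the compared groups in the fit (DCN and FZD7), the replicate block (FZD7, DUSP1 and BAMBI) and no filter on dim probes (DUSP1).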

Two were enriched in up-regulated genes (complement and coagulation cascades and cell cycle) and four were enriched in the down-regulated genes: TNF signaling pathway, signaling pathways regulating pluripotency of stem cells, MAPK signaling pathway and TGFB signaling pathway. Moreover, in Lesions vs. Seronegative comparison, T cell receptor signaling pathway was enriched in up-regulated genes and PI3K-Akt signaling pathway in the down-regulated genes.

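In Lesions vs. Seronegative animals, the T cell receptor genes CD3E (log2 change 1.75 (standard error 0.39, adjusted p = 0.0269)), CD3D (1.72 (adjusted p = 0.0415)), CD247 (1.93 (adjusted p = 0.0453)) and LAT (1.74 (adjusted p = 0.0468)) were higher, 4 of the 5 genes of the Table S3 pathway with a named probe (5 when adjusted over the list alone). The CD3E call ended without Lesions animals 1, 3 or 6 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0592 to 0.0926), the CD3D call without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 1, 3 or 5 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0504 to 0.126). The CD247 call ended without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 1, 2, 3 or 5 or Seronegative animals 1, 2, 3 or 4 (adjusted p of 0.0534 to 0.132), and the LAT call without Lesions animals 1, 2, 3 or 6, Asymptomatic animals 1, 2, 3 or 5 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0534 to 0.139); a second CD247 probe gave 1.5 (adjusted p = 0.0734). Against Asymptomatic animals CD3E (0.97 (adjusted p = 0.127)), CD3D (1.04 (adjusted p = 0.134)), CD247 (1.31 (adjusted p = 0.107)) and LAT (1.09 (adjusted p = 0.136)) did not pass, and each did without Lesions animal 4 (0.0109 to 0.0245). Of 7 PI3K-Akt signaling genes of Table S3, 6 were lower in Lesions than in Seronegative animals, both over all probes and when adjusted over the list alone. Both lists were chosen by the study on these arrays and are not independent evidence. Calls against Seronegative animals also ended with no filter on dim probes (CD3D, CD247 and LAT), only the compared groups in the fit or the replicate block (CD3D, CD3E, CD247 and LAT) and scaling to the 75th percentile (CD247). CD3D, CD3E, CD247 and LAT passed against Asymptomatic animals with array quality weights.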

Some differentially regulated genes involved in these pathways deserve special attention. In Lesions vs. Asymptomatic comparison, not only TNF but seven other genes implicated in TNF signaling pathway were down-regulated: CXCL1, FOS, PTGS2, PIK3CB, JUN, EDN1, JUNB. In contrast, C3, C5, C2, C1S, C4BPA (involved in the complement pathway) and SERPING1 (a regulator of complement activation) were significantly up-regulated. 

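Of the 8 TNF signaling genes, 6 were lower in Lesions than in Asymptomatic animals over all probes and when adjusted over the list alone, and 0 were higher. The study chose the list, which is not independent evidence. EDN1 had the log2 change -2.82 (standard error 0.44, adjusted p = 0.00651), with 1 Asymptomatic value missing. FOS changed by -3.14 (standard error 0.33, adjusted p = 0.000157) and JUN by -1.68 (standard error 0.34, adjusted p = 0.0192), each with 6 of 6 Lesions animals below every Asymptomatic animal. A brighter JUN probe did not pass, at -0.29 (adjusted p = 0.343). CXCL1 (0.40 (adjusted p = 0.560)) and PIK3CB (-0.38 (adjusted p = 0.368)) did not pass, although a second PIK3CB probe was lower, at -0.65 (adjusted p = 0.0469). Against Seronegative animals FOS (-2.64 (adjusted p = 0.00272)), JUN (-2.30 (adjusted p = 0.00543)) and JUNB were lower (4 of 8 genes when adjusted over the list alone), and the brighter JUN probe gave -0.41 (adjusted p = 0.213). EDN1 did not pass there (-1.60 (adjusted p = 0.0579)); it did without Lesions animal 4, Asymptomatic animal 4 or Seronegative animal 2 (adjusted p of 0.0149 to 0.0492). EDN1 passed against Seronegative animals with normexp, an intensity trend with a robust prior or array quality weights. Other processing ended calls against Asymptomatic animals with the replicate block (JUN) and the form of the names as a term or animals of 1 name form (JUN and EDN1).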

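C2 was higher in Lesions than in Asymptomatic animals (log2 change 2.15 (standard error 0.39, adjusted p = 0.0103)), with 6 of 6 Lesions animals above every Asymptomatic animal. C4BPA was higher (2.55 (standard error 0.63, adjusted p = 0.0370)), a call that ended without Lesions animals 1, 2, 3 or 6 or Asymptomatic animals 1, 3, 4 or 5 (adjusted p of 0.0547 to 0.0873), and C1S was higher (1.78 (standard error 0.48, adjusted p = 0.0479)), a call that ended without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 1, 3, 4 or 5 or Seronegative animals 1, 2, 3 or 4 (adjusted p of 0.0537 to 0.107). C3 gave 1.15 (standard error 0.33, adjusted p = 0.0564) by its brightest probe and did not pass, while its other probes did, at 1.32 (adjusted p = 0.0357) and 1.19 (adjusted p = 0.0376). The brightest C3 probe passed without Lesions animals 4 or 5 or Asymptomatic animal 2 (adjusted p of 0.0207 to 0.0460). Thus 3 of the 4 measured genes were higher (4 when adjusted over the list alone, which is not independent evidence). C5 and SERPING1 have no named probe. In the complement list written beforehand, 2 of 12 genes were higher and 1 lower (6 and 2 over the list alone; median 0.95, camera adjusted p = 0.0298; adjusted p = 0.431 with an estimated correlation). The set call ended without Asymptomatic animals 1 or 4 (0.0565 to 0.104). CD59, an inhibitor of complement, was the lower gene (-0.90 (adjusted p = 0.0447)), a call that ended without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 2, 3, 4 or 5 or Seronegative animals 1, 2, 3 or 4 (adjusted p of 0.0508 to 0.0978). With the replicate block, the form of the names as a term or animals of 1 name form (C4BPA, C2, C1S and CD59), no filter on dim probes or only the compared groups in the fit (C1S and CD59), a block for slide (C1S) and scaling to the 75th percentile (CD59), calls against Asymptomatic animals ended. C3 passed against Asymptomatic animals with scaling to the 75th percentile, normexp, an intensity trend with a robust prior, array quality weights, 1 probe for each gene or a block for slide.

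**Figure D5:**
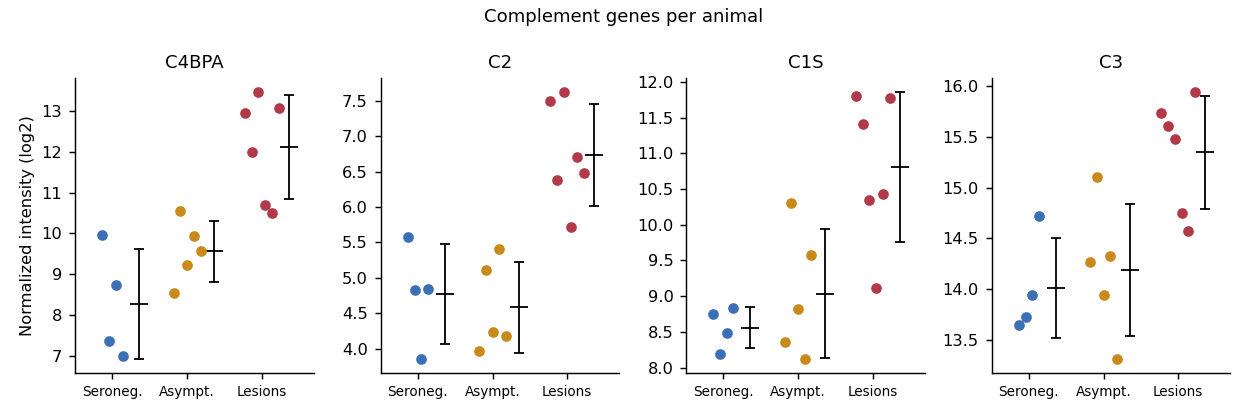
Log2 signal of C4BPA, C2, C1S and C3 in each animal. Points are animals and black marks the mean and SD of a group, and in C2 all 6 Lesions animals lie above every Asymptomatic animal.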

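Against Seronegative animals, C2 was higher in Lesions animals (log2 change 1.96 (standard error 0.41, adjusted p = 0.0217)), a call that ended without Lesions animal 1 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0525 to 0.0688). C1S was higher (2.25 (standard error 0.51, adjusted p = 0.0282)), a call that ended without Lesions animals 1, 2 or 6 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0605 to 0.0864). C3 was higher by its brightest probe (1.33 (standard error 0.35, adjusted p = 0.0478)), a call that ended without Lesions animals 1, 2, 3 or 6, Asymptomatic animals 1 or 3 or Seronegative animals 1, 2, 3 or 4 (adjusted p of 0.0558 to 0.128), and by its other probes, at 1.74 (adjusted p = 0.0165) and 1.46 (adjusted p = 0.0239). With C4BPA, 4 of 4 measured complement genes were higher. The complement list had a median log2 change of 0.91 (camera adjusted p = 0.00916, and 0.431 with an estimated correlation). By fry, the list passed here (adjusted p = 0.0263) and did not against Asymptomatic animals (0.0541). Other processing ended calls against Seronegative animals with the replicate block (C2, C3 and C1S), scaling to the 75th percentile or no filter on dim probes (C3) and only the compared groups in the fit (C3 and C1S).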

The same differential regulation was also detected in the Lesions vs. Seronegative group comparison, and SERPING1 overexpression has been recently described in monocytes from HIV patients [43]. The complement system functions as an immune surveillance system that rapidly responds to infection, being a critical determinant of the infection outcome by a variety of different viruses [44], and this could also be the case for SRLVs. In addition, the complement system is intricately linked with other pathways that play important roles in viral pathogenesis, such as the Toll-like receptor signaling network [45]. The up-regulation of TLR8 could support this mechanism in the VM pathogenesis.

## 5. Conclusions

Our study using microarray technology to search for host cellular association factors during VMV infection (1) confirms some of the previously described differentially expressed genes (mainly some cytokines such as TNF and IFN-*γ*) and (2) provides relevant information about new genes and pathways involved in the infection and pathogenesis of the VMV. 

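OXT was higher in Lesions than in Seronegative animals (log2 change 1.40 (standard error 0.37, adjusted p = 0.0468)) and than in Asymptomatic animals (1.39 (standard error 0.34, adjusted p = 0.0373)). The calls ended without Lesions animals 1, 2, 3 or 5, Asymptomatic animals 1, 2, 3 or 5 or Seronegative animals 1, 2, 3 or 4 (adjusted p of 0.0529 to 0.121) in the first comparison and without Lesions animals 1, 2, 3 or 5 or Asymptomatic animals 1, 2, 3 or 5 (adjusted p of 0.0522 to 0.0886) in the second. A second OXT probe gave 1.91 (adjusted p = 0.0507), which did not pass, and 1.85 (adjusted p = 0.0420). In both comparisons the Lesions animals overlapped the other group by the first probe. OXT lost its call against Seronegative animals with no filter on dim probes, only the compared groups in the fit, a block for slide or the replicate block. OXT lost its call against Asymptomatic animals with only the compared groups in the fit, the form of the names as a term or animals of 1 name form.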

The OXT gene appeared significantly up-regulated, so the oxytocin-secreting system could play an essential role. Moreover, C3, C5, C2, C1S, C4BPA (genes involved in the complement pathway) and SERPING1 (a regulator of complement activation) were significantly up-regulated, indicating an important role of the complement pathway in this infection.

The discovery of new genes associated with viral infection and pathogenesis can help to understand the mechanisms of the infection and the development of the disease provoked by SRLVs.

## Figures and Tables

**Figure 1:**
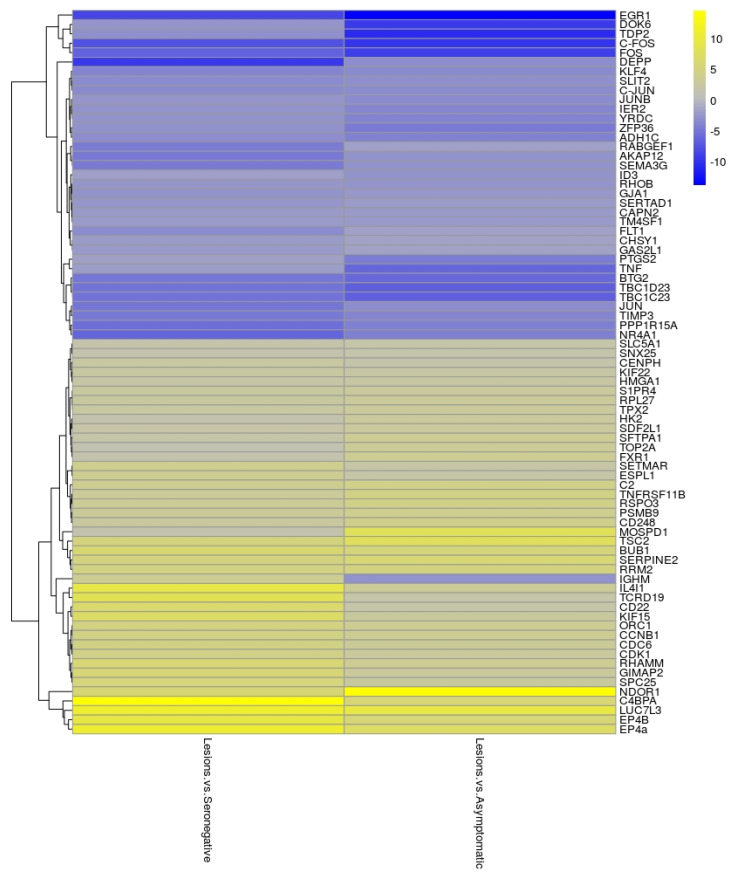
Heat-map of the most significant up- and down-regulated genes in the Lesions group relative to the Seronegative or Asymptomatic group. A blue color indicates genes’ down-regulation while a yellow color indicates genes’ up-regulation. The color intensity from blue to yellow indicates the gene expression levels.

**Figure 2:**
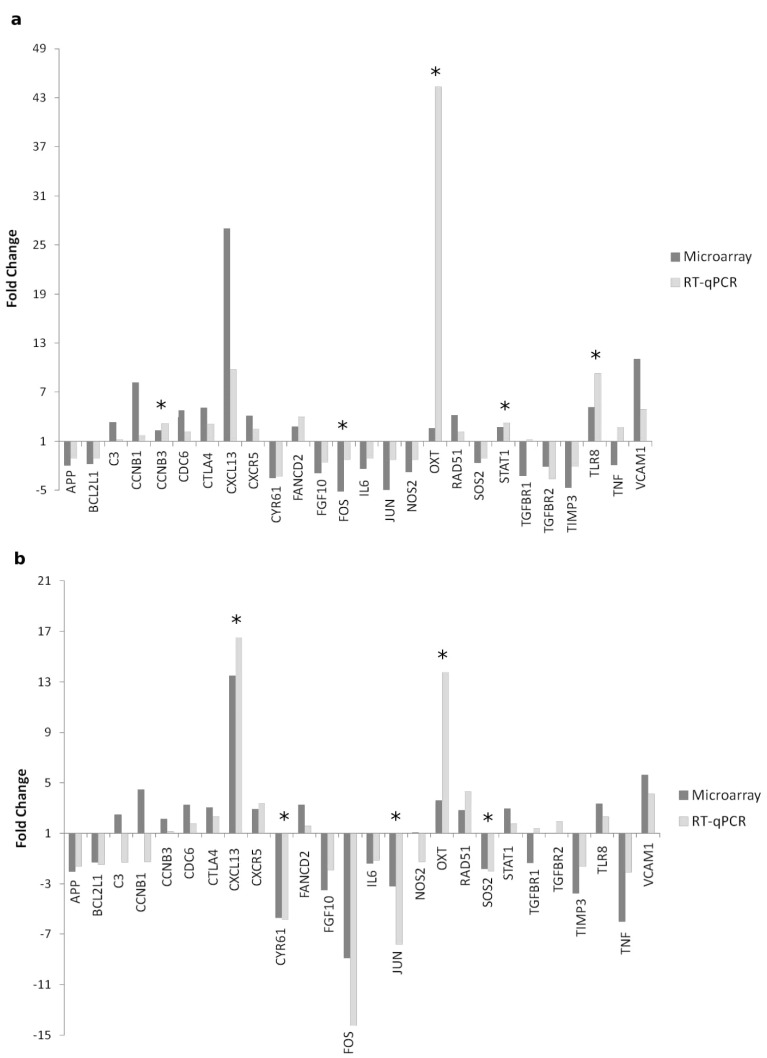
Expression of the selected 26 genes in a. Lesions group relative to Seronegative group b. Lesions group relative to Asymptomatic group measured by microarray and RT-qPCR. Bars represent the difference in Fold Change between groups of animals compared. Fifteen animals were included in the expression microarray and 18 animals in the RT-qPCR analysis. Statistically significant differences in the expression measured by RT-qPCR of the indicated genes are showed with an asterisk (*p* < 0.05).

**Figure 3:**
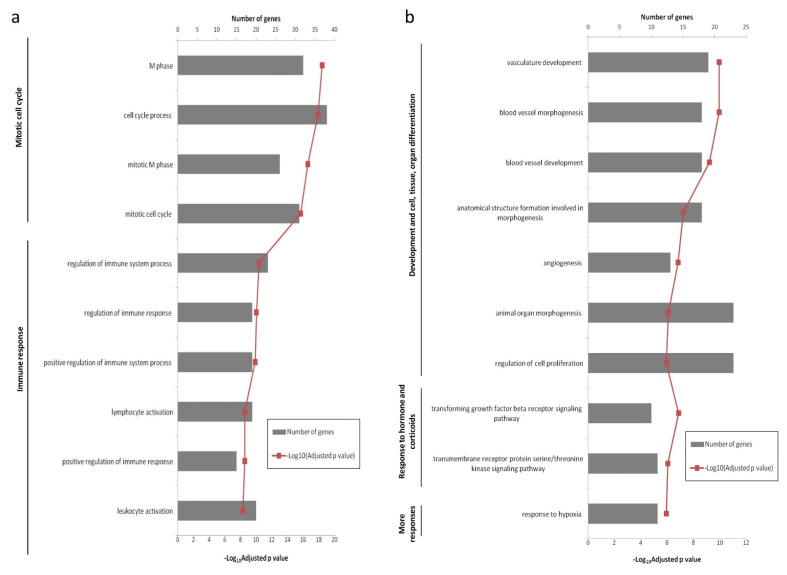
The Top 10 significant enriched GO terms in the Lesions group relative to the Seronegative group. (**a**) Up-regulated genes (**b**) Down-regulated genes.

**Figure 4:**
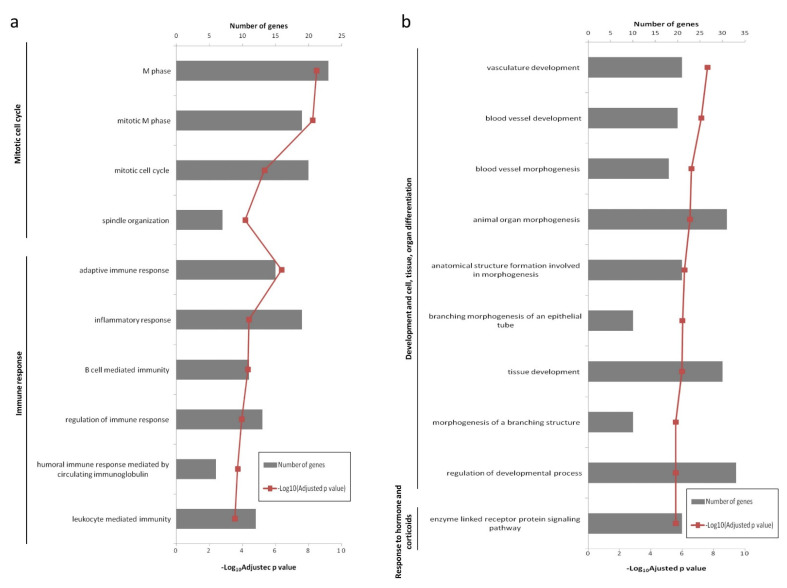
The Top 10 significant enriched GO terms in the Lesions group relative to the Asymptomatic group. (**a**) Up-regulated genes (**b**) Down-regulated genes.

**Figure 5:**
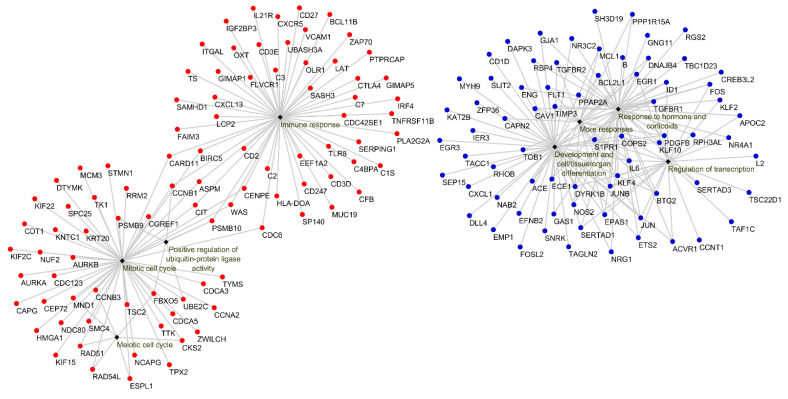
Enriched functional GO terms groups obtained with FatiGO (Babelomics 4.3) in the significant up-regulated (red) and down-regulated (blue) genes when comparing the Lesions group with the Seronegative group. *p* value is the highest adjusted *p* value of its groups GO terms: Mitotic cell cycle (*p* = 3.91 × 10^−19^), Meiotic cell cycle (*p* = 1.77 × 10^−3^), Immune response (*p* = 4.14 × 10^−11^), Positive regulation of ubiquitin-protein ligase activity (*p* = 9.14 × 10^−3^), Development and cell/tissue/organ differentiation (*p* = 1.11 × 10^−10^), Regulation of transcription (*p* = 7.97 × 10^−5^), Response to hormone and corticoids (*p* = 1.35 × 10^−7^), More responses (*p* = 1.16 × 10^−6^).

**Figure 6:**
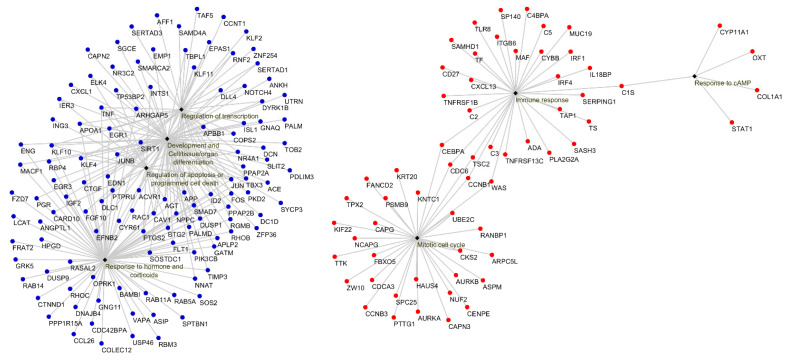
Enriched functional GO terms groups obtained with FatiGO (Babelomics 4.3) in the significant up-regulated (red) and down-regulated (blue) genes when comparing the Lesions group with the Asymptomatic group. *p* value is the highest adjusted *p* value of its groups GO terms: Mitotic cell cycle (*p* = 3.30 × 10^−9^), Immune response (*p* = 4.35 × 10^−7^), Response to cAMP (*p* = 6.02 × 10^−3^), Development and cell/tissue/organ differentiation (*p* = 2.33 × 10^−8^), Regulation of transcription (*p* = 6.51 × 10^−6^), Response to hormone and corticoids (*p* = 2.54 × 10^−6^), Regulation of apoptosis or programmed cell death (*p* = 1.34 × 10^−3^).

**Table 1:** Samples used in Microarray and RT-qPCR study.

Microarray	
Status	Animals (15)
Pulmonary lesions	1P, 2P, 4P, 7P, 9P, 10P
Seropositive asymptomatic	8P, 11P, 12P, P17, P19
Seronegative	P13, P14, P15, P16
**RT-qPCR**	
**Status**	**Animals (18)**
Pulmonary lesions	P21, P22, P24, P25,P26,P27
Seropositive asymptomatic	1, 2, 3, 4, 5, 6
Seronegative	7, 10, 11, 12, 13, 14

## Data Availability

Microarray data have been deposited in the GEO database with accession number ESE107322.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11061785/s1, Table S1: List of the selected genes and the corresponding primer sequences for the validation of the microarray, Table S2: The Top 25 significant up- and down-regulated genes in Lesions group relative to Seronegative or Asymptomatic group, Table S3: Significant enriched KEGG pathways for differentially expressed genes in Lesions group relative to Seronegative or Asymptomatic group, Figure S1: PCA plot of microarray data from six animals with pulmonary lesions, five asymptomatic animals and four seronegative animals, Figure S2: Venn diagrams showing the number of genes identified as differentially expressed.

How the deposited data were processed for this re-analysis (not part of the article)

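Total RNA from lung tissue of 15 Rasa Aragonesa ewes was labeled with a single dye and hybridized to Agilent sheep microarrays, with 1 array for each animal. The Lesions group held 6 animals, the Asymptomatic group 5 and the Seronegative group 4, as the paper's Table 1 gives them, and the comparisons are Lesions vs. Seronegative, Lesions vs. Asymptomatic and Asymptomatic vs. Seronegative animals. Animals are numbered within their group in the order of the deposited arrays, and the numbers do not pair animals of different groups: over the 13 pairs with the same number, the deviations from the group means had correlations from -0.0563 to 0.262. The RT-qPCR, ELISA, viral load and histopathology measurements of the paper were not analysed here, and its enrichment of GO terms and KEGG pathways was not repeated.

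The authors read each scanned array with Agilent Feature Extraction 10.7.3.1, whose deposited files give for every spot its mean intensity, its local background intensity and a processed signal intensity. In the processed signal, background and spatial trends are removed and small values are replaced by surrogates, and arrays are not yet made comparable. The same files carry flags of 0 or 1 for spots that are significantly above background, well above background, non-uniform or population outliers. The authors then normalized by quantiles in GeneSpring GX, centered each gene on its mean and filtered by the flags, and the deposited normalized values are log2 values whose mean over the 15 arrays is 0 for every probe.

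For the values given here, processed signals were put on the log2 scale, non-uniform and population outlier spots were treated as missing, arrays were normalized by quantiles over the non-control spots and the spots of a probe were averaged. A probe was retained when it was significantly above background and carried no outlier flag on every array of at least 1 of the 3 groups. limma 3.58.1 in R 4.3.3, with data.table 1.17.8, was fitted with a mean for each group to all 15 arrays with an empirical Bayes estimate of the spread, and p values were adjusted by the Benjamini–Hochberg method over the retained probes; a probe is called changed at an adjusted p under 0.05. Unless another setting or a left-out animal is named, an adjusted p of a single gene is from this fit, and a standard error of a single gene is limma's. A gene with no signal well above background in 1 of the groups is given as a lower bound of its change, computed with the lowest signal that was well above background on each array of that group.

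Probes were named from the deposited annotation, from the accessions in a table of sheep genes and from the probe identifiers that Table S2 pairs with symbols. Of 15008 probes, 4380 have a symbol, which makes 3489 genes; 69 were named from their description. Older symbols were replaced by current ones where the gene table lists them. CCNB3, CXCL13, CXCR5, FANCD2, SOS2, VCAM1, FOSL2, C5, SERPING1, C7, LCP2, TTK, CREB3L2, TBX3, DUSP9 and ELK4, which the paper names or lists, have no named probe. Some genes that the paper names or lists are not reported here.

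The genes given by name follow a rule written beforehand. It takes the genes that the paper names or lists, by the probe in Table S2 or otherwise by the probe with the brightest mean signal; in each Lesions comparison the 10 largest rises and falls among changed named genes whose groups do not overlap; in each gene list up to 4 genes with the smallest adjusted p; and in Asymptomatic vs. Seronegative animals the 5 genes with the smallest p in each direction. The values in the paper's tables were seen before the rule was written. Other probes of a gene are given where they differ in sign or call.

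A set of 26 gene lists (textbook pathways and cell types) was written beforehand, and 21 with at least 5 measured genes were tested with camera of limma at an inter-gene correlation of 0.01, with 1 probe for each gene and adjustment over all 63 tests. Each list was also tested with an estimated correlation and with fry. Genes that Table S3 lists for a pathway were counted and not tested, since the study picked them on these arrays. Grouping of the animals was tested by PERMANOVA with 100000 permutations of the group labels, and pairs of groups by exact permutation. Each count of changed probes was set beside those of other splits of the same animals, 100 for each comparison with the real one included.

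The median processed signal of an array ranged from 55.3 to 235, and 70.0% to 83.8% of its spots were well above background. The fit and the tests of lists were checked on simulated data with the spread of the real arrays before use, and the share of changed probes recovered is given with the methods of the arrays.

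The alternatives set beforehand were scaling to the 75th percentile, normexp background correction with an offset of 50, a stricter filter, no filter, outlier spots kept, the deposited normalized values, only the compared groups in the fit, an intensity trend with a robust prior, array quality weights, 1 probe for each gene, a block for slide, a replicate block (the animals' numbers as a term, run although they do not pair the animals), a term for the form of the animals' names, animals of 1 name form only, and each animal left out in turn. A further 3 settings were added after the data were seen: each of the 2 slides alone, and the fit without the arrays of lowest weight (Lesions animal 4 and Asymptomatic animal 4).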

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

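The tests of other splits of the animals and of a collection batch were set beforehand, and the tests on the immediate-early genes and on Lesions animal 4 were chosen only after the result was seen. Among 428 groups of 4 to 6 animals (a gene or a list score in 1 group), 39 held an animal far from the others by Dixon's ratio, which is the gap from the lowest or highest animal to its neighbor divided by the range of the group. Chance gives about 1 in 20 groups, here 21.4. Lesions animal 4 accounts for 16 of them, Asymptomatic animal 4 for 6 and Seronegative animal 3 for 5.

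Lesions animal 4 was the lowest Lesions animal, with the ratio in parentheses, in the scores of MHC class I processing (0.675), inflammatory cytokines (0.685), lymphoid follicle genes (0.628) and Toll-like receptors (0.642). The same held for IER2 (0.782), SAMHD1 (0.705), ITGAL (0.713), CD3D (0.825), CD247 (0.684), IL4I1 (0.768), TCRD19 (0.639), the second PSMB9 probe (0.672), PSMB10 (0.664), TAP1 (0.779) and LGALS3 (0.685). In APP it was the highest (0.668). Lesions animal 6 was lowest in the red blood cell score (0.721) and the platelet score (0.728), and Lesions animal 3 in SFTPA1 (0.805).

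Seronegative animal 2 was lowest of its group in the mitotic score (0.930), UBE2C (0.912) and RRM2 (0.915). Seronegative animal 3 was lowest in the interferon-stimulated score (0.878) and the restriction factor score (0.932), and highest in the inflammatory score (0.859), JUNB (0.971) and an IGHM probe (0.876). Seronegative animal 1 was lowest in AKAP12 (0.886) and highest in MZB1 (0.904). Of the Asymptomatic animals, animal 4 was lowest in ESPL1 (0.766), IER3 (0.787), NOS2 (0.720) and CD247 (0.728) and highest in CAPN2 (0.734) and DNAJB4 (0.793). Animal 1 was highest in TOP2A (0.762) and lowest in ID3 (0.778), and animal 2 lowest in CXCL1 (0.859) and GIMAP2 (0.745).

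Several lists outside the pathways that the paper reports shifted in camera with the preset correlation, and 0 of them did with an estimated one. Among the lists given next, the endothelial list alone passed fry (adjusted p = 0.0113 in both Lesions comparisons). The 18 endothelial genes, 18 and 17 of them with negative changes, had median log2 changes of -1.06 and -0.98 (adjusted p = 4.29e-10 against Seronegative and 6.70e-09 against Asymptomatic animals; adjusted p = 0.373 and 0.412 with an estimated correlation), and 6 genes were lower alone in each comparison (10 and 13 when adjusted over the list alone). The 9 MHC class I processing genes had medians of 0.91 and 0.81 (adjusted p = 0.00189 and 0.00311), with 1 gene higher in each (5 and 6 over the list alone). The 8 MHC class II genes had medians of 1.13 and 0.80 (adjusted p = 0.00859 and 0.0295), with 1 gene higher in each (4 and 2 over the list alone); the second set call ended without Lesions animal 6 or Asymptomatic animals 1 or 4 (0.0599 to 0.0649). Macrophage and monocyte genes, 17 in all, had a median of 0.85 against Asymptomatic animals (adjusted p = 0.000604; 1 higher, 5 over the list alone), and the interferon-stimulated genes also shifted there (adjusted p = 0.00497). The 5 cytotoxic lymphocyte and NK cell genes had a median of 1.1 against Seronegative animals (adjusted p = 0.0432; 0 passed alone in limma and 2 over the list alone), a call that ended without Lesions animals 1, 2 or 3, Asymptomatic animals 1, 4 or 5 or Seronegative animals 2 or 4 (0.0506 to 0.157).

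The count of 469 probes changed in Lesions vs. Seronegative animals was reached by 1 of the 100 splits, the real one. The highest other split, which exchanged Lesions animal 4 with Seronegative animal 3, gave 374. Chance is argued against for this count, with 100 of the 210 possible splits drawn. At an unadjusted p under 0.05 the real split gave 2879 probes, 2 of the 100 splits gave as many and the highest other one gave 3143. In Lesions vs. Asymptomatic animals the real split gave 590 probes, and 2 of the 100 splits, the real one included, gave as many. The highest other split, which exchanged Lesions animal 4 with Asymptomatic animal 5, gave 1374, which points to a structure of the samples. Such a count was rare among the splits, but the real split was not the highest, so chance is not excluded. At an unadjusted p under 0.05 the real split gave 3014, 2 splits gave as many and the highest other one gave 3966. In Asymptomatic vs. Seronegative animals the real split gave 0 probes in limma, which any of the 100 splits reaches, so this count says nothing about chance; the highest other split gave 133. At an unadjusted p under 0.05 the real split gave 762 probes, 23 of the splits gave as many and the highest other one gave 2803, so chance cannot be excluded for that count.

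Of the 21 immediate-early genes, 9 were lower in Lesions than in Seronegative and 11 lower than in Asymptomatic animals (camera adjusted p = 1.04e-13 and 7.26e-15, and 0.0637 in both with an estimated correlation), and the mean score of each Lesions animal lay below that of each other animal. A dilution of resident tissue by infiltrating cells stays open. The median change of 23 fibroblast and smooth muscle genes lay above that of the immediate-early genes in both comparisons. The difference was 1.17 (standard error 0.256) against Seronegative and 1.02 (standard error 0.44) against Asymptomatic animals. A gain of fibroblasts or muscle in the lesions, which was not tested, could offset a dilution, so this difference cannot decide. Other resident lists differed in direction. In the same order, medians were -0.99 and -0.52 for alveolar type 1, 0.47 and 0.39 for alveolar type 2, and 0.53 and 0.26 for airway genes. A loss of endothelial cells stays open. Lesions animals 4 and 5 were picked for their endothelial scores of -0.05 and -0.13, near the lowest control animal (0.01). Their immediate-early scores were -0.88 and -0.72. The immediate-early minus the endothelial score was -0.829 and -0.597, below the 9 control animals (-0.45 to 0.416, SD 0.274). Every Lesions animal had an immediate-early score of -0.60 or less, so with this choice the difference had to fall below the controls. It therefore cannot decide the question. In the other 4 Lesions animals this difference was -0.284 to 0.519, so the endothelial score fell about as much. An effect of the array signal or the slide is argued against. The highest Lesions animal lay below the lowest other animal by 1.11 on slide 1 and 0.828 on slide 2. The immediate-early score had a Spearman correlation of -0.0107 with the median signal over the 15 arrays. The median CV of replicate spots was higher on every Lesions array than on every Seronegative one, and its Spearman correlation with the score was -0.568 over the 15 animals and -0.283 over the 9 controls, so an effect on the size of the fall stays open. As the whole cause it is argued against, since the 3 Asymptomatic arrays with a CV in the range of the Lesions arrays had scores of 0.51 or more, against -0.60 or less in Lesions animals. A different time or handling between death and fixation of the tissue in 1 group cannot be told apart from the groups: the smallest camera adjusted p of the heat shock and hypoxia lists was 0.135, which excludes nothing, the heat shock gene DNAJB4 was lower against Asymptomatic animals, and heat shock genes were lower against Seronegative animals without Seronegative animal 1 (0.00381). The infection and the lesions, which the design names, stay open and were not tested apart from it.

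Lesions animal 4 stood apart from the other Lesions animals. An exchange of its label with a control animal is argued against by its immediate-early score of -0.88, between the other Lesions animals (-1.06 to -0.60) and below the 9 control animals (0.10 to 1.04), and 0 control animals lay in the range of the other Lesions animals on the first principal component. A poor array stays open. Its 78.2% of spots well above background lay within the range of the other 14 arrays (70.0% to 83.8%). So did its median signal of 111 (55.3 to 235) and its 14 spots flagged as non-uniform or population outliers (3 to 65). The median CV of its replicate spots, 21.9%, was the highest of the 15 (13.1% to 20.5% on the others). limma gave the array a weight of 0.359, and RNA quality was not tested. A lung sample with fewer lymphocytes is a candidate explanation of its lymphocyte scores, in line with a T cell score of -0.78 (0.49 to 1.38 in the other Lesions animals, -1.45 to 0.22 in the controls) and a B cell score of -0.33 (0.10 to 1.26 in the other Lesions animals). The shift is not particular to lymphocytes: the animal was also the lowest Lesions animal in the macrophage (-0.60, others 0.13 to 0.68), interferon-stimulated (-0.91, others -0.14 to 1.15) and mitotic scores (-0.46, others 0.81 to 1.95), and the highest in the endothelial score (-0.05, others -1.47 to -0.13). Its MHC class I (-0.88) and class II scores (-1.58) lay below those of the 9 control animals too (lowest -0.49 and -0.97). Whether the lesions were milder or the sampled piece held fewer of them stays open and was not tested.

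The changes in Lesions animals might follow a collection batch, since all Lesions animals have names of 1 form and all Seronegative animals names of the other. This is argued against for the 469 probes changed between these groups: among them, the Asymptomatic animals with names of the first form differed from those with the second by a median of 0.0554 of the Lesions change, where a batch behind the whole change was set to give more than 0.5, and the 9 other splits of these animals gave -0.0652 to 0.0702 (SD 0.0492). With the form of the name as a term the calls of all but 1 probe ended in this comparison; the median change of the 469 probes in the called direction was 1.62 without the term and 1.53 with it, while their median standard error rose from 0.359 to 0.631, and 469 of 469 kept their direction. The effect of the form was estimated from the Asymptomatic animals alone, since only they have both forms. These values therefore rest on the same difference as the ratio and are not further evidence. Against Asymptomatic animals, the median change of the 590 probes went from 1.28 to 1.22 and their median standard error from 0.296 to 0.347. A batch of fewer probes, or one shared by the Lesions animals alone, stays open, as do the infection and the lesions, which the design names and which were not tested apart from it.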

How the results depend on the processing

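The tests within each slide and without the arrays of lowest weight were chosen only after the result was seen. Counts of changed probes are given in the order Lesions vs. Seronegative, Lesions vs. Asymptomatic and Asymptomatic vs. Seronegative animals, 469, 590 and 0 as reported. They stayed within a factor of 1.5 with scaling to the 75th percentile, the stricter filter, no filter, outlier spots kept, the deposited normalized values, an intensity trend with a robust prior and a block for slide. They were 867, 1247 and 0 with normexp, 199, 324 and 0 with only the compared groups in the fit, 2314, 2835 and 73 with array quality weights, 183, 197 and 0 with 1 probe for each gene (fewer features are tested), and 113, 200 and 0 with the replicate block. With the form of the names as a term they were 1, 49 and 3, and animals of 1 name form gave 75 in the second and 0 in the third (fewer animals); the first cannot be run within a form. Slide 1 alone gave 1180, 679 and 0, slide 2 alone 0, 19 and 1, and the fit without Lesions animal 4 and Asymptomatic animal 4 2641, 2188 and 14. Leaving out 1 animal gave 122 to 1790, 110 to 2097 and 0 to 2; without Lesions animal 4 the first counts were the highest, 1790 and 2097. The replicate block fits numbers that do not pair the animals and leaves fewer degrees of freedom, so its lower counts say nothing about the groups. Apart from this block, the settings with fewer features or animals and the larger standard errors under the term for the names, the cause was not tested. In limma, the 0 of slide 2 goes with 816 probes at an unadjusted p under 0.05. Slide 2 held Asymptomatic animal 4, Lesions animal 4 and Seronegative animal 1, which had the lowest array quality weights (0.203, 0.359 and 0.598).

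Of the 63 tests of lists, 26 passed, and 10 of 42 within 1 name form, 0 with an estimated correlation (camera) and 9 with fry; leave-one-out gave 19 to 30. The overlap of the Lesions comparisons was 202 probes, a median of 26.5 with the Lesions animals split into 3 for each (fewer animals) and 1356 without the arrays of lowest weight (the cause was not tested). The grouping of the animals kept its direction and call in each setting run.

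For 285 results of single genes, 140 of them called, 8904 values under alternatives were compared: 7762 kept direction and call, 940 lost the call, 201 gained one and 1 changed sign, FLT1 in Lesions vs. Asymptomatic animals at a log2 change of 0.0444 under normexp (the probe is near background, so this is no measure of a fold; the cause was not tested). Of these, leave-one-out made up 3751, 475 and 49 in the first 3 kinds. Most calls were lost on slide 2 (134), with the term for the names (119), the replicate block (53) and within 1 name form (47), and 284 of 285 stayed the same with the deposited values (DNAJB4 passed against Seronegative animals). In the same comparisons, calls were gained most often with array quality weights (45) and without the arrays of lowest weight (37). Signals near background limit fold changes, which are then given as lower bounds.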

Differences from the paper's values

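Of 100 fold changes in Table S2, 100 lay within 1 standard error of the values here and were called, and the largest log2 difference was 0.28. Of 34 bars of Fig. 2 read by eye for the genes reported here, 5 differed from the values here by more than the standard error, as signed folds of the gene's probe. The alternatives counted are those set before the data were examined, with each animal left out among them. C3 in Lesions vs. Seronegative animals is about 3.3 in Fig. 2, read by eye, and 2.52 here; the values were within the error under the replicate block and without Lesions animals 4 or 5 or Seronegative animal 4, and not under the other 24 alternatives, while another C3 probe gave 3.34. CCNB1 in the same comparison is about 8.2 in Fig. 2, read by eye, and 4.84 here; it was within the error only with the form of the names as a term and not under the other 27 alternatives, and the paper's own value in Table S2 matches the one here. CTLA4 in the same comparison is about 5.1 in Fig. 2, read by eye, and 3.15 here; it was within the error without Lesions animals 4 or 5 or Seronegative animals 1 or 4 and not under the other 24, and another probe gave 2.18. TGFBR2 in the same comparison is about -2.1 in Fig. 2, read by eye, and -1.68 here; it was within the error without Lesions animal 2 or Seronegative animal 1 and not under the other 26, and another probe gave -2.1. OXT in Lesions vs. Asymptomatic animals is about 3.6 in Fig. 2, read by eye, and 2.61 here; it was within the error under array quality weights, the replicate block, the form of the names as a term, within 1 name form and without Asymptomatic animal 4 or Lesions animals 4 or 6, and not under the other 22, and another probe gave 3.61.

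The paper gives 470 and 593 changed features for the Lesions comparisons, at the same threshold; the values here, 469 and 590, differ by less than a factor of 1.5, and the deposited normalized values gave 470 and 593.

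Some directions or calls that the paper states were not found here. The paper describes the animals as grouped by clinical status in its PCA; here Lesions animal 4 lay among the other groups on the first component, and Asymptomatic and Seronegative animals could not be told apart over all retained probes (exact permutation p = 0.246), while Lesions animals differed from both. TNF is reported as lower against Seronegative animals, where its log2 change was -0.95 (adjusted p = 0.261), and it passed under 0 of the settings run (limma); against Asymptomatic animals it was lower here too. TLR8 is reported as higher in Asymptomatic animals, where it gave 0.62 against Seronegative animals (adjusted p = 0.924). IGHM is given as lower against Asymptomatic animals in Table S2; the table's probe was lower here too, near background, while the brightest probe was higher. Of the 8 TNF signaling genes reported as lower against Asymptomatic animals, 6 were; CXCL1 (0.40, adjusted p = 0.560) and PIK3CB (-0.38, adjusted p = 0.368) passed under 0 settings by these probes, although a second PIK3CB probe passed. Against Seronegative animals, for which the paper states the same regulation, 3 of the 8 were lower; EDN1 passed there with normexp, an intensity trend with a robust prior, array quality weights and without Lesions animal 4, Asymptomatic animal 4 or Seronegative animal 2. BCL2L1 is reported as lower in both comparisons, and passed against Asymptomatic animals under 0 settings (-0.39, adjusted p = 0.182).

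CTLA4, SAMHD1 and ITGAL are reported as higher in both Lesions comparisons; these calls were not found here by the brightest probes, although a second ITGAL probe passed against Seronegative animals. Each of them passed in both comparisons with array quality weights and without Lesions animal 4, and ITGAL against Seronegative animals also without Asymptomatic animal 4; CTLA4 passed against Asymptomatic animals with normexp as well. IFNG is reported as higher against Asymptomatic animals; its fold is close to the paper's and it passed with normexp, array quality weights and without Lesions animal 4, and against Seronegative animals under the same settings and with a block for slide. UTRN is reported as lower against Asymptomatic animals; it passed with normexp, array quality weights and without Lesions animal 4. C3 is reported as higher against Asymptomatic animals; it passed by its other probes, and by the brightest with scaling to the 75th percentile, normexp, an intensity trend with a robust prior, array quality weights, 1 probe for each gene, a block for slide and without Asymptomatic animal 2 or Lesions animals 4 or 5. TGFBR2 and NOS2, whose bars in Fig. 2 are lower against Seronegative animals, passed there by other probes. In the fit without Lesions animal 4 and Asymptomatic animal 4, which was chosen after seeing the values and drops 0 of the 100 called items of Table S2, CTLA4, SAMHD1, ITGAL, IFNG, UTRN and C3 passed against Asymptomatic animals, and CTLA4, SAMHD1, ITGAL, IFNG and EDN1 against Seronegative animals. On slide 1 alone, also chosen after seeing the values, which drops 1 of 50 called items of Table S2 against Seronegative and 9 of 50 against Asymptomatic animals, CTLA4, SAMHD1, ITGAL, IFNG and EDN1 passed against Seronegative animals and IFNG against Asymptomatic animals.

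The paper's correlations of microarray and RT-qPCR folds were not recomputed, since the RT-qPCR values were not analysed here.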

Other observations

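GAPDH, one of the reference genes of the paper's RT-qPCR, was higher in Lesions than in Asymptomatic animals on the arrays, by 0.98 (standard error 0.21, adjusted p = 0.0247) on the log2 scale, with 6 of 6 Lesions animals above every Asymptomatic animal. The call ended without Lesions animals 1 or 3 or Asymptomatic animal 3 (adjusted p of 0.0561 to 0.0714), and against Seronegative animals the change was 0.79 (adjusted p = 0.0599). HPRT has no named probe. The paper's RT-qPCR used different animals, and its stability analysis ranked HPRT and GAPDH highest among the candidate reference genes. The array values therefore do not test that choice.

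Among the endothelial genes, TEK changed by -2.84 (standard error 0.55, adjusted p = 0.0165) against Seronegative animals, a call that ended without Seronegative animal 2 (adjusted p = 0.0547), while its other probes gave -1.87 (adjusted p = 0.0696) and -1.94 (adjusted p = 0.0552). ACE changed by -1.53 (adjusted p = 0.0247) and -1.38 (adjusted p = 0.0296), calls that ended without Lesions animals 1 or 3 or Seronegative animals 2 or 4 (adjusted p of 0.0513 to 0.0872) and without Lesions animals 1, 3 or 6 or Asymptomatic animals 2, 3 or 5 (adjusted p of 0.0593 to 0.0712). DLL4 changed by -2.12 (adjusted p = 0.0269) against Seronegative animals, ending without Lesions animals 1, 2, 3 or 6 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0510 to 0.0912), and EMCN by -1.86 (adjusted p = 0.0267) against Asymptomatic animals, ending without Lesions animals 1 or 3 or Asymptomatic animals 2, 3 or 5 (adjusted p of 0.0513 to 0.0734). In antigen presentation, PSMB10 rose by 1.17 (adjusted p = 0.0464) against Seronegative animals, ending without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 1, 2, 3 or 5 or Seronegative animals 1, 2, 3 or 4 (adjusted p of 0.0551 to 0.114), and TAP1 by 1.34 (adjusted p = 0.0427) against Asymptomatic animals, ending without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 1, 2, 3, 4 or 5 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0537 to 0.0978). DRB1 rose by 1.67 (adjusted p = 0.0365) against Seronegative animals, ending without Lesions animals 1, 2, 3 or 6, Asymptomatic animal 3 or Seronegative animals 2, 3 or 4 (adjusted p of 0.0513 to 0.114), and gave 1.19 (adjusted p = 0.0800) against Asymptomatic animals, which passed only without Lesions animal 4 (adjusted p = 0.0130). The macrophage gene LGALS3 rose by 0.91 (adjusted p = 0.0485) against Asymptomatic animals, ending without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 1, 2, 3, 4 or 5 or Seronegative animals 1, 2 or 4 (adjusted p of 0.0530 to 0.107), and IRF1 by 1.49 (adjusted p = 0.0390), ending without Lesions animals 1, 2, 3, 5 or 6, Asymptomatic animals 1, 2, 3, 4 or 5 or Seronegative animal 3 (adjusted p of 0.0504 to 0.0861).

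For lists not given so far, values are the median log2 change and the camera adjusted p, with 0 calls under an estimated correlation (camera). In Lesions vs. Seronegative and Lesions vs. Asymptomatic animals, heat shock genes (6 measured) gave -0.60 (0.135) and -0.27 (0.328), alveolar type 1 genes (5) -0.99 (0.145) and -0.52 (0.164), fibroblast and matrix genes (17) 0.11 (0.940) and -0.04 (0.145), smooth muscle genes (6) -0.13 (0.901) and 0.33 (0.478), and platelet and coagulation genes (10) -0.23 (0.236) and -0.43 (0.154). Macrophage genes gave 0.43 (0.145) against Seronegative animals, and passed without Lesions animal 4 or Seronegative animal 1 (0.0202 to 0.0259); cytotoxic lymphocyte genes gave 0.42 (0.463) against Asymptomatic animals. Of these genes, 3 passed alone, each lower than in Asymptomatic animals: DCN and FGF10 in the fibroblast list and DNAJB4 in the heat shock list. DNAJB4 changed by -1.85 (adjusted p = 0.0278), a call that ended without Lesions animals 1, 3 or 6 or Asymptomatic animal 3 (adjusted p of 0.0584 to 0.0663), with the form of the names as a term (0.181) and on slide 2 (0.437). Against Seronegative animals it gave -1.65 (adjusted p = 0.0507), and passed without Lesions animal 4 (0.0238), without Asymptomatic animal 4 (0.00650) and in 8 other settings. Lists with fewer than 5 measured genes were not tested: neutrophils (3) had medians of 0.46 and 0.80, alveolar type 2 (4) 0.47 and 0.39, airway epithelium (4) 0.53 and 0.26, and red blood cells (4) 0.25 and 0.64. Of the red blood cell genes, HBM was higher than in Asymptomatic animals, by 2.40 (adjusted p = 0.0325), a call that ended without Lesions animals 1, 2 or 5 or Asymptomatic animals 2, 3, 4 or 5 (adjusted p of 0.0501 to 0.0855), with the form of the names as a term (0.133), within 1 name form (0.150) and on each slide alone (0.190 and 0.342).

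Between Asymptomatic and Seronegative animals, where 0 probes changed in limma, some lists shifted with the preset correlation, and 0 did with an estimated one (adjusted p = 0.431 for each of the 4 lists given next). B cell genes gave a median of 0.41 (0.0452), which did not pass without Asymptomatic animals 1 or 4 or Seronegative animals 2, 3 or 4 (0.0784 to 0.348). Cytotoxic lymphocyte genes gave 0.68 (0.0410), which did not pass without Asymptomatic animals 1, 4 or 5 or Seronegative animals 2 or 4 (0.0621 to 0.379). Fibroblast and matrix genes gave 0.35 (0.0158), which did not pass without Asymptomatic animals 2 or 4 or Seronegative animals 1 or 2 (0.0515 to 0.160), and macrophage genes -0.32 (0.00293), which did not pass without Seronegative animal 1 (0.0909). Heat shock genes (0.00254) and smooth muscle genes (0.00383) were lower in Asymptomatic animals only without Seronegative animal 1, and did not pass with it (0.428 and 0.158). Interferon-stimulated genes were lower only without Seronegative animal 3 (8.48e-05; 0.0755 with it), and Toll-like receptor genes only without Seronegative animal 4 (0.0499; 0.102 with it). At an unadjusted p under 0.05 this comparison held 762 probes.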
